# Effect of Compound Kushen Injection, a Natural Compound Mixture, and Its Identified Chemical Components on Migration and Invasion of Colon, Brain, and Breast Cancer Cell Lines

**DOI:** 10.3389/fonc.2019.00314

**Published:** 2019-04-26

**Authors:** Saeed Nourmohammadi, Thazin Nwe Aung, Jian Cui, Jinxin V. Pei, Michael Lucio De Ieso, Yuka Harata-Lee, Zhipeng Qu, David L. Adelson, Andrea J. Yool

**Keywords:** traditional chinese medicine (TCM), compound kushen injection (CKI), cell migration, invasion, cancer, gene regulatory networks, alternative medicine

## Abstract

Traditional Chinese Medicines are promising sources of new agents for controlling cancer metastasis. Compound Kushen Injection (CKI), prepared from medicinal plants *Sophora flavescens* and *Heterosmilax chinensis*, disrupts cell cycle and induces apoptosis in breast cancer; however, effects on migration and invasion remained unknown. CKI, fractionated mixtures, and isolated components were tested in migration assays with colon (HT-29, SW-480, DLD-1), brain (U87-MG, U251-MG), and breast (MDA-MB-231) cancer cell lines. Human embryonic kidney (HEK-293) and human foreskin fibroblast (HFF) served as non-cancerous controls. Wound closure, transwell invasion, and live cell imaging showed CKI reduced motility in all eight lines. Fractionation and reconstitution of CKI demonstrated combinations of compounds were required for activity. Live cell imaging confirmed CKI strongly reduced migration of HT-29 and MDA-MB-231 cells, moderately slowed brain cancer cells, and had a small effect on HEK-293. CKI uniformly blocked invasiveness through extracellular matrix. Apoptosis was increased by CKI in breast cancer but not in non-cancerous lines. Cell viability was unaffected by CKI in all cell lines. Transcriptomic analyses of MDA-MB-231indicated down-regulation of actin cytoskeletal and focal adhesion genes with CKI treatment, consistent with observed impairment of cell migration. The pharmacological complexity of CKI is important for effective blockade of cancer migration and invasion.

## Introduction

Cancer progression results from uncontrolled migration of cells away from the primary tumor, intravasation into lymphatic or vascular circulation, invasion into secondary tissues and the formation of metastasized tumors (1, 2) which are the main cause of cancer-related deaths (3–5). Migrating cells generate a driving force for cell motility based on the extension of filipodia and lamellipodia using actin polymerization at the leading edges of the cell (6). New approaches for enhancing cancer treatment by impairing cell migration and metastasis might offer promise for curing patients with malignancies. Combinations of anticancer therapeutic regimens that not only reduce cell proliferation but also limit metastasis would be advantageous (7–9).

Herbal medicines are used in complementary and traditional medicines (10–12). Traditional Chinese medicine (TCM) relies on natural product extracts containing complex mixtures of components, suggested to deliver therapeutic benefit to individuals suffering from non-small cell lung cancer, liver, breast, and colorectal cancers (10, 13, 14). The inherent complexity of TCM suggests principle components might act in concert with adjuvant components, explaining an apparent synergy in therapeutic benefits seen from the whole extract as compared to individual compounds (15). Modulation of multiple regulatory signaling targets has been proposed as essential for the anti-proliferative, anti-migratory and anti-metastatic properties of TCMs (16, 17).

Compound Kushen Injection (CKI) has been used in combination with chemotherapies such as oxaliplatin and 5-fluorouracil in China since 1995 for the treatment of gastric, liver and non-small cell lung carcinomas (18). Composed of alkaloids, flavonoids, organic acids and saccharides (19), CKI has been reported to boost immunity, decrease inflammation, and decrease metastasis (20), for example by repressing RNA markers associated with tumor metastasis in MCF-7 cells (17, 18), and impairing migration in hepatocellular carcinoma cells (21). The challenge for defining mechanisms of action of TCMs such as CKI is to understand the differential activities of chemical components not only singly but in combination, recognizing the likely involvement of multiple gene expression and signaling pathways in the beneficial outcomes (22).

Work here is the first to show that CKI and defined chemical fractions slow cancer cell migration and invasion, and to use systems biology to identify sets of genes linked to cell migration that are regulated by CKI treatment. Differential expression of genes in the actin cytoskeleton and focal adhesion pathways supports the idea that the therapeutic activity of CKI in humans involves a serendipitous combination of effects on cancer cell properties.

## Materials and Methods

### Cell Lines

MDA-MB-231, HT-29, SW-480, DLD-1, U-87 MG, U-251 MG, and HEK-293 were purchased from the American Type Culture Collection (ATCC, Manassas, VA) and human foreskin fibroblast (HFF) was kindly provided by Dr. Eric Smith (Basil Hetzel Institute, The Queen Elizabeth Hospital, SA, Australia). DLD-1 cells were grown in RPMI (Roswell Park Memorial Institute) culture medium (Thermo Fisher Scientific, MA, USA) with 10 % fetal bovine serum (FBS, Thermo Fisher Scientific). All other cell lines were cultured in Dulbecco Modified Eagle Medium (DMEM, Thermo Fisher Scientific) with 10 % FBS, except for HFF (which contained 15 % FBS), at 37°C in 5 % CO_2_.

### CKI Preparation and Other Chemicals

CKI (Batch No: 20170322, total alkaloid concentration of 25 mg/ml) was obtained from Zhendong Pharmaceutical Co. Ltd (Shanxi, China). High performance liquid chromatography (HPLC) fractionation and liquid chromatography-mass spectrometry (LC-MS/MS) were used to analyse single compounds and confirm their concentrations in CKI. Fractionation of CKI was done by using Shimadzu HPLC SPC-M20A photodiode-array UV-Vis detector (Japan) equipped with a C_18_ column (5 μm, 250 × 10 mm; Phenomenex, CA, USA), with methods for fractionation and concentration determinations as described previously (23) (Supplementary Images 2, 3). The nine compounds comprising the major fraction (MJ): oxymatrine, oxysophocarpine, n-methylcytisine, matrine, sophocarpine, trifolirhizin, adenine, and sophoridine were purchased as isolated compounds from Beina Biotechnology Institute Co., Ltd (Shanxi, China), and macrozamin was obtained from Zhendong Pharmaceutical Co. Ltd (Beijing, China). Two-fold serial dilutions from 2 mg/ml through to 0.25 mg/ml of total alkaloids in CKI, as well as equivalent dilutions of the MJ and minor (MN) fractions were used for bioassay experiments on the cancer and non-cancerous cell lines and compared with effects of vehicle control treatments; 0.25% Tween 80 (Sigma-Aldrich, MO, USA) and 10 mM HEPES (Thermo Fisher Scientific) in the same cell lines.

### Circular Wound Closure Assay

Two-dimensional (2D) cell migration was measured using circular wound closure rates (24). CKI-based and vehicle control treatments were applied in low serum DMEM, with the mitotic inhibitor 5-fluoro-2′-deoxyuridine (FUDR). Initial wound areas were imaged at 0 h (10x objective) with a Canon EOS 6D camera (Canon, Tokyo, Japan) on an Olympus inverted microscope (Olympus Corp., Tokyo, Japan); XnConvert software was used to standardize the images. NIH ImageJ software (U.S. National Institutes of Health, MD, USA) was used to quantify wound areas at 0 h and at a second timepoint (18–24 h), set for each cell line to ensure wounds were not completely closed. Experiments were independently repeated three times, with four to eight replicates.

### Transwell Invasion Assay

Invasion assays were performed in 24-well transwell inserts (6.5 mm, 8 μm pore size; Corning® Transwell polycarbonate; Sigma-Aldrich). The upper surface of the filter was layered with extracellular matrix (ECM) gel from Sigma-Aldrich (at dilutions empirically optimized for each cell line; Supplementary Table 2), allowed to dry overnight, and rehydrated with 50 μl of serum-free media per insert for 1 h prior to cell seeding. Cultures were grown to 40% confluence and then starved in medium with 2% FBS serum for 24 h prior to seeding. Cells were detached (at ≤ 80% confluency) and resuspended in serum-free culture media (Supplementary Table 2). Cells were then seeded in transwell inserts (total 150 μl of cell suspension per transwell, including 50 μl of rehydration medium added earlier) at appropriate number of cells per well in the presence of CKI, MN or MJ at 2 mg/ml, or vehicle control medium. The chemoattractant gradient was created with 700 μl of culture medium (containing the relevant CKI-based or vehicle treatment), with 5, 10, or 15% FBS for HEK-293, cancerous cells, or HFF, respectively. Depending on invasion characteristics, cells from each line were incubated for an optimized time period ranging from 5 to 24 h at 37°C in 5% CO_2_. Non-invasive cells were scraped from the upper surface of the filter with a cotton swab; migrated cells on the bottom surface were counted after staining with crystal violet (Sigma-Aldrich). The average number of invasive cells was calculated from four randomly selected fields (x100 magnification). Cell counts were normalized to numbers in the vehicle control treatment. Three independent experiments were carried out with two replicates.

### Cytotoxicity Assay

Cell viability was measured with the Alamar Blue assay (25) according to the manufacturer's instructions (Thermo Fisher Scientific). Cells were seeded in 96-well plates in media with 2% FBS and FUDR. After overnight incubation, treatments were applied, and cultures were incubated for 24 h. After application of 10% Alamar Blue solution (30–90 min), fluorescence was measured by using FLUOstar Optima microplate reader. Mercuric chloride (2.5 mM) served as a positive control, inducing cytotoxic cell death. A control sample with medium and treatment agent only (no cells) was included for background color subtraction.

### Apoptosis Assay

Apoptosis assays based on annexin V and propidium iodide staining were performed as described previously (17). Briefly, MDA-MB-231, HEK-293 and HFF cells were seeded in 6-well trays and treated with 2 mg/ml of CKI. After 24 h of treatment, cells were harvested, and levels of apoptotic cells were measured using the Annexin V-FITC detection kit (Thermo Fisher Scientific) according to the manufacturer's guidelines. Cells were acquired on a LSRFortessa X-20 (BD Biosciences, NJ, USA) and data were analyzed using FlowJo software (TreeStar Inc., OR, USA).

### Live Cell Imaging

Cells in 96 well-plates were cultured to 80 % confluency, then serum-starved for 12–18 h in optimal culture media with 2% FBS and 400 nM FUDR. Wounds were created as circular lesions in the confluent monolayers, and treatments were added as described for the circular wound closure assay above. Plates were placed in an enclosed humidified chamber at 37°C with 5% CO_2_ for 20 h, and images were acquired at 10-min intervals with a Nikon Ti E Live Cell Microscope (Nikon, Tokyo, Japan) using Nikon NIS-Elements software. Time-lapse movies as AVI files were exported from NIS-Elements. ImageJ (U.S. National Institutes of Health) was used to convert the exported files into TIFF files and converted files were then analyzed using Fiji software (26).

### Immunofluorescence Labeling and Confocal Microscopy

Cells were plated in μ-Plate 8 Well dishes (Ibidi, Munich, Germany), in 2 % FBS with FUDR 400 nM in optimal culture media and incubated 12–18 h at 37°C in 5% CO_2_. The following day, 2 mg/ml of CKI, MN, MJ or vehicle control treatments were applied, and cells were incubated for 24 h. After washing with phosphate-buffered saline (PBS), cells were fixed in 4 % paraformaldehyde (at room temperature for 10–30 min), rinsed 2–3 times with PBS, and permeabilized with 200 μl of 0.1% Triton X-100 in PBS (3–5 min at room temperature). After 2–3 washes with PBS, Phalloidin-iFluor 488 Reagent CytoPainter (ab176753; Abcam, MA, USA) at 200 μl per well was used to stain F-actin cytoskeleton (room temperature in the dark for 1–2 h) and washed again 2–3 times with PBS. Cell nuclei were labeled with 200 μl of 1:1,000 Hoechst stain (cat # 861405; Sigma-Aldrich) for 5–10 min. Cells were visualized using a SP5 laser scanning confocal microscope (Leica, Germany).

### Pathway Enrichment Analysis of Migratory Genes Affected by CKI

RNA-seq (RNA-sequencing) data (23) of MDA-MB-231 cells treated with CKI were used to identify cell migration genes affected by CKI. Gene Ontology (GO) enrichment analyses were carried out with R package clusterProfiler 3.8.0 (10). The following parameters for GO enrichment analysis were used: biological process at the third level; right-sided hypergeometric test; and Benjamini-Hochberg method to correct *p*-values. *P-*value cutoff 0.05 and FDR (false discovery rate) 0.1 values were used to identify significantly over-represented GO terms. Pathways that were significantly perturbed by CKI treatment were identified with Signaling Pathway Impact Analysis (SPIA) (27), and visualized using the pathview package in R (28). KEGG (Kyoto Encyclopedia of Genes and Genomes) functional analysis was performed with R package clusterProfiler 3.8.0 (10) and OmicCircos v 1.18.0 (29). Venn diagrams were generated using an online tool (http://bioinformatics.psb.ugent.be/webtools/Venn/).

### Intracellular Protein Staining and Quantification by Flow Cytometry

Cells cultured in 6-well trays were treated with CKI, MN or MJ as described above, harvested after 24 h, fixed and permeabilized using Nuclear Factor Fixation and Permeabilization Buffer Set (Biolegend, CA, USA) according to the manufacturer's instructions. 2 × 10^5^ cells were labeled with rabbit anti-Cyclin D1 (CCND1) (92G2, Cell Signaling Technologies, MA USA), rabbit anti-β-actin (ACTB) (D6A8, Cell Signaling Technologies), rabbit anti-protein kinase B (AKT1, 2, 3) (Ab32505, Abcam) or rabbit IgG isotype control (Cell Signaling Technologies), and these antibodies were detected with anti-rabbit IgG-PE (Cell Signaling Technologies). For detection of β-catenin, rabbit anti-β-catenin (CTNNB1)-Alexa Fluor 647 and isotype control for CTNNB1 rabbit IgG-Alexa Fluor 647 (Abcam) were used. The cells were then sorted, and the data were acquired on a BD LSRFortessa X-20. Sorting parameters were set to gate and exclude small particles such as cell debris and large duplex cells. The data were analyzed using FlowJo software.

### Statistical Tests

Statistical analyses were carried out using GraphPad Prism 8 software (San Diego, CA, USA) with one-way ANOVA. Statistically significant results were represented as ^*^p < 0.05 or ^**^p < 0.01; ^***^p < 0.001 or ^****^p < 0.0001; ns (not significant). All data are shown as mean ± standard deviation (SD); n values for independent samples are indicated in italics above the x-axes in histogram figures, unless otherwise stated.

## Results

### Functional Annotation of MDA-MB-231 Transcriptome Treated by CKI

Transcriptome (23) analyses were performed to identify over-represented Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) for all differentially expressed (DE) genes by comparing MDA-MB-231 gene expression profiles with and without CKI treatment (Figure 1 and Supplementary Image 1). 

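RNA from MDA-MB-231 cells, an established line from a human breast cancer, was sequenced in 54 libraries of 18 groups with 3 replicates each. The authors deposited the number of reads they counted on each of 27978 genes, without normalization. Cells were left untreated, given CKI at 2 mg/ml, or given mixtures of CKI components at the matching dose, and were sampled after 24 or 48 h. The labels name 2 batches. CKI and untreated cells at 24 h are in batch 1 only, and at 48 h in both, so that 3 CKI libraries were compared with 3 untreated libraries at 24 h and 6 with 6 at 48 h. The paper's text names neither the time point behind its transcriptome results nor the test and threshold for DE genes, so both time points are given throughout. Total counts per library were between 18649291 and 26138924 in these 18 libraries. At 24 h the median total was 20989099 with CKI and 21812307 without, in batch 1 at 48 h it was 23838030 and 23407307, and in batch 2 at 48 h it was 22202863 and 24268695. Genes with too few counts for a test were removed with edgeR's filterByExpr, libraries were scaled by the TMM method, and the groups were compared with edgeR's quasi-likelihood test, with the batch as a term at 48 h. A gene was called DE at an adjusted p-value under 0.05 after Benjamini-Hochberg adjustment over all genes tested.
CKI replicate 1 at 24 h lay apart from the other 2 replicates of its group. Untreated cells of the 2 batches differed at 48 h by over 2-fold in 1106 of 16072 genes. Across these genes, the difference between CKI replicate 1 at 24 h and the mean of its other replicates followed the difference between batch 2 and batch 1 with a slope of 0.624. The same held for OmtOspc replicate 2, with a slope of 0.574, and for N-MacOmtOspc replicate 2, with a slope of 0.557, both of them mixtures sampled at 24 h. These are the 3 libraries of batch 1 whose column names carry no replicate number, and the slopes of the other 33 libraries of batch 1 were between -0.384 and 0.0859. Where a call at 24 h changed without CKI replicate 1, or a count moved by over 1.5 times, that is stated beside it.

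**Figure D1:**
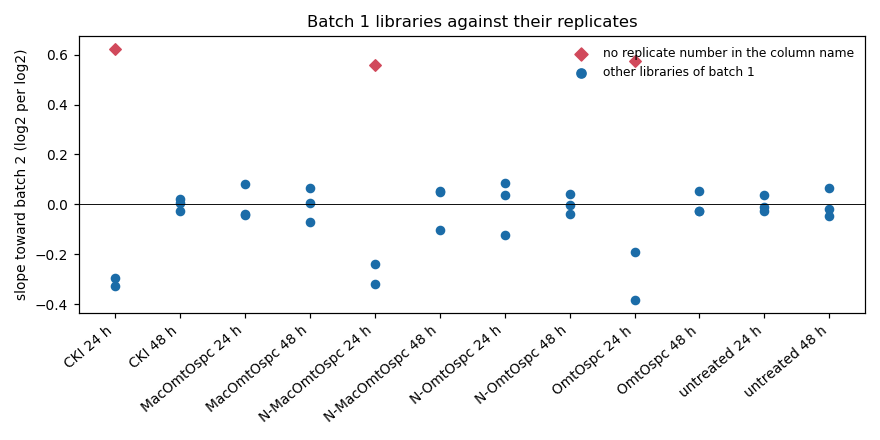
Slope of each batch 1 library's difference from the mean of its other replicates on the difference between untreated cells of batch 2 and batch 1 at 48 h, in log2 units per log2 unit. Each point is 1 of 36 libraries, grouped by treatment and time, and the 3 diamonds, from 0.557 to 0.624, are the libraries with no replicate number in the column name.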

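After 24 h of CKI, 5512 of the 14245 genes tested (38.7%) were DE in MDA-MB-231 cells, 2756 of them higher and 2756 lower than in untreated cells. After 48 h, 10265 of 14351 genes (71.5%) were DE, 5123 higher and 5142 lower. In batch 1 alone the number at 48 h was 9037 and in batch 2 alone 9846. Many of these changes were small. With an absolute log2 fold change of at least 1 required as well, 1357 genes were DE at 24 h (604 higher and 753 lower) and 1518 at 48 h (853 higher and 665 lower), the largest shift among the settings tried. At 24 h the number was 7636 without CKI replicate 1 and 3269 without untreated replicate 2. Of the 4994 genes DE at both time points, 4941 changed in the same direction, and across 14053 genes the log2 fold changes at 24 and 48 h had a Pearson correlation of 0.849 (genes are not independent replicates).
Among genes with a mean of at least 10 CPM that were DE at both time points, in the same direction at 24 h and in each batch at 48 h, CYP1A1, ANGPTL4 and ASB2 rose most at 48 h. CYP1A1 went from 1.47 ± 0.135 counts scaled to the library total after TMM adjustment (CPM; SD, n = 3) in untreated cells to 73.8 ± 19.9 (SD, n = 3) after 24 h of CKI. Its log2 fold change was 5.65 at 24 h and 6.21 at 48 h. For ANGPTL4 the log2 fold changes were 5.05 and 4.06, and for ASB2 they were 4.12 and 3.99. Among the same genes CEMIP, ABCA1 and IGFBP1 fell most at 48 h. CEMIP went from 291 ± 30.5 CPM (SD, n = 3) to 40.02 ± 23.3 (SD, n = 3) at 24 h, a log2 fold change of -2.86, and its log2 fold change at 48 h was -3.36. ABCA1 changed by -3.34 and -2.96 and IGFBP1 by -2.58 and -2.96 on the log2 scale at 24 and 48 h. At 48 h the log2 fold changes differed between batch 1 and batch 2 for CYP1A1 (5.69 and 6.89), CEMIP (-2.91 and -3.97) and IGFBP1 (-2.45 and -3.47). The largest adjusted p-value among these 6 genes was 0.00209, for CEMIP at 24 h, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.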

Differences in gene expression levels were used to identify migration related GO terms and pathways of interest, which were classified by functional roles via GO and KEGG over-representation analyses. 

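Supplementary Data Sheet 1 lists 75 different genes under its 3 GO terms for locomotion, tissue migration and leukocyte migration, and all 75 were tested here. At 24 h all 75 were DE, 31 of them higher and 44 lower with CKI. At 48 h 74 were DE, 30 higher and 44 lower. Adjusted over the list alone, the numbers were the same, 75 and 74. The study drew these lists from DE genes of these cells, so the calls are not independent evidence for the terms. An absolute log2 fold change of at least 1 was reached by 34 of the genes at 24 h and 33 at 48 h. The median log2 fold change was -0.83 at 24 h and -0.77 at 48 h over the 48 genes of the locomotion term, -0.92 and -0.80 over the 34 genes of tissue migration, and -0.73 and -0.40 over the 35 genes of leukocyte migration, with genes moving both ways in each.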

Enriched GO terms connected to cell migration such as “positive regulation of locomotion,” “tissue migration,” and “leucocyte migration” emerged from analyses of DE genes in CKI-treated MDA-MB-231 cells (Supplementary Image 1 and Supplementary Data Sheet 1). Integration of DE genes associated with CKI treatment into KEGG pathways showed that some of the most over-represented pathways were “focal adhesion,” “regulation of actin cytoskeleton,” “pathways in cancer,” “TGF-β signaling pathway,” and “adherens junction” (Figure 1). These results indicated that many of the genes affected by CKI treatment were involved in cell migration-related pathways.

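The share of DE genes among migration genes was compared with that among all other genes tested. The paper's set of migration related genes in Supplementary Data Sheet 3 holds 140 genes, and 118 of them had enough counts for a test. At 24 h 45 of the 118 (38.1%) were DE, against 38.7% of the other genes, an odds ratio of 0.976 (95% confidence interval 0.657 to 1.44, p = 0.925 from Fisher's exact test, two-sided). At 48 h 96 of the 118 (81.4%) were DE, against 71.4% of the other genes, an odds ratio of 1.74 (95% confidence interval 1.09 to 2.92, p = 0.0181 from Fisher's exact test). Adjusted over the 6 tests of the paper's 3 gene sets at 2 time points by the Benjamini-Hochberg method, these p-values were 0.925 and 0.0468. Against 10000 random gene lists of the same size matched on mean expression, the number at 48 h was not unusual, with 89.7 genes expected and a two-sided p of 0.193. At 24 h the odds ratio lay near 1. It was 0.831 against the matched random lists, 1.59 with no filter beyond 1 count in any library (p = 0.0108 from Fisher's exact test), and above 1 under each of the other normalizations, filters and tests tried. With no such filter 5397 of 20600 genes were DE, so the other genes included many with few counts that were rarely called. Part of the 1.59 can come from this background. The odds ratio was also above 1 in each of the 6 comparisons that left out 1 library, from 1.21 without CKI replicate 3 to 1.57 without CKI replicate 1 (p = 0.0208 from Fisher's exact test). Adjusted over the list alone, 45 genes were DE at 24 h and 98 at 48 h. Of the DE migration genes, 19 were higher and 26 lower at 24 h, and 35 were higher and 61 lower at 48 h. From the over-represented terms and pathways, the paper concludes that many genes affected by CKI belong to pathways of cell migration.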

**Figure 1:**
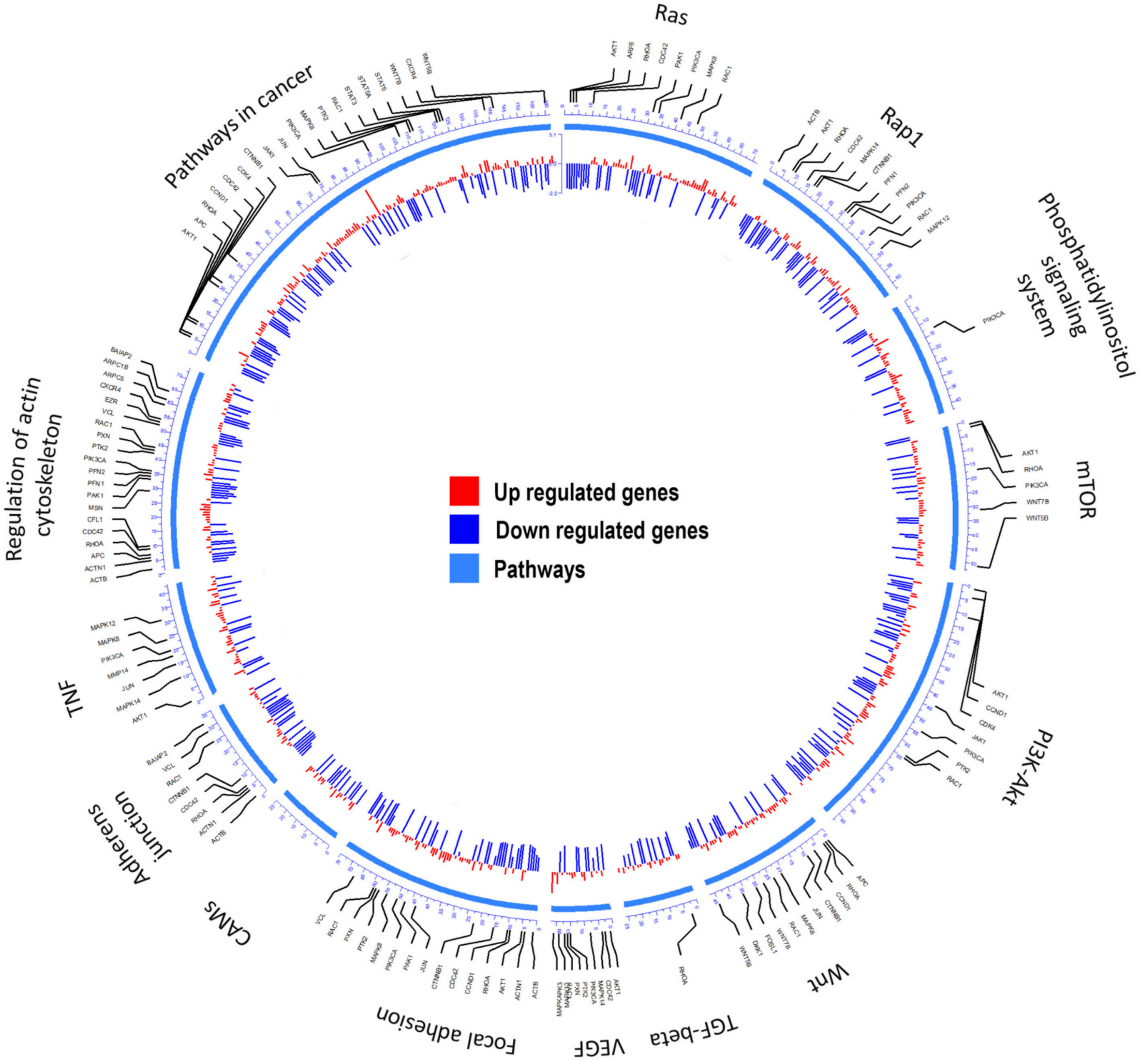
Summary of the KEGG analyses of over-represented pathways for differentially expressed genes after CKI treatment in MDA-MB-231 cells. From outer to inner, the first circle indicates the pathways; the second shows the genes involved; and the third summarizes significant changes in expression for transcript levels that were upregulated (red) or downregulated (blue) following CKI treatment. *P*-value cutoff for KEGG analysis was 0.05.

### Identification of CKI Components

CKI was fractionated and components were selectively recombined to create MJ and MN fractions (Supplementary Image 2) as treatments for bioassays on cultured cells. Concentrations of the nine major compounds in CKI were measured using LC-MS/MS (see Materials and Methods). The concentrations of MJ components were determined (Supplementary Images 3, 4) from calibration curves of nine standard compounds as previously described (23) and summarized in Supplementary Table 1. The total concentration of the nine major compounds in CKI was 9.99 mg/ml which accounted for approximately 40 % of the dry mass of CKI, and the total concentration of the nine compounds in MJ was 8.62 mg/ml, indicating that the major compounds were clearly fractionated from CKI, and that MJ and MN components were well-separated.

### Impairment of Cell Migration by CKI and Fractionated Mixtures

Effects of CKI on two-dimensional cell migration were assessed using a circular wound healing assay (Figure 2A). Percent wound closure after 20 h was calculated based on the initial wound area. CKI-based treatments were tested on six different cancer cell lines *(*HT-29, SW-480, DLD-1, U-87 MG, U-251 MG and MDA-MB-231*)* and two non-cancerous cell lines (HEK-293 and HFF), at five doses ranging from 0 to 2 mg/ml (Figure 2B). In all cell lines, net migration rates were inhibited more by CKI than by MN or MJ treatments alone, except in HEK-293 which showed low sensitivity to CKI. The retention of biological activity in the fractionated MJ and MN treatments was confirmed by demonstrating reconstituted CKI (in which MN and MJ were mixed together) was equally effective as CKI for blocking cell migration (Figure 2B). The most sensitive cell lines were breast cancer (MDA-MB-231) and colon cancer (HT-29). DLD-1 and HEK-293 cell lines were the least sensitive.

**Figure 2:**
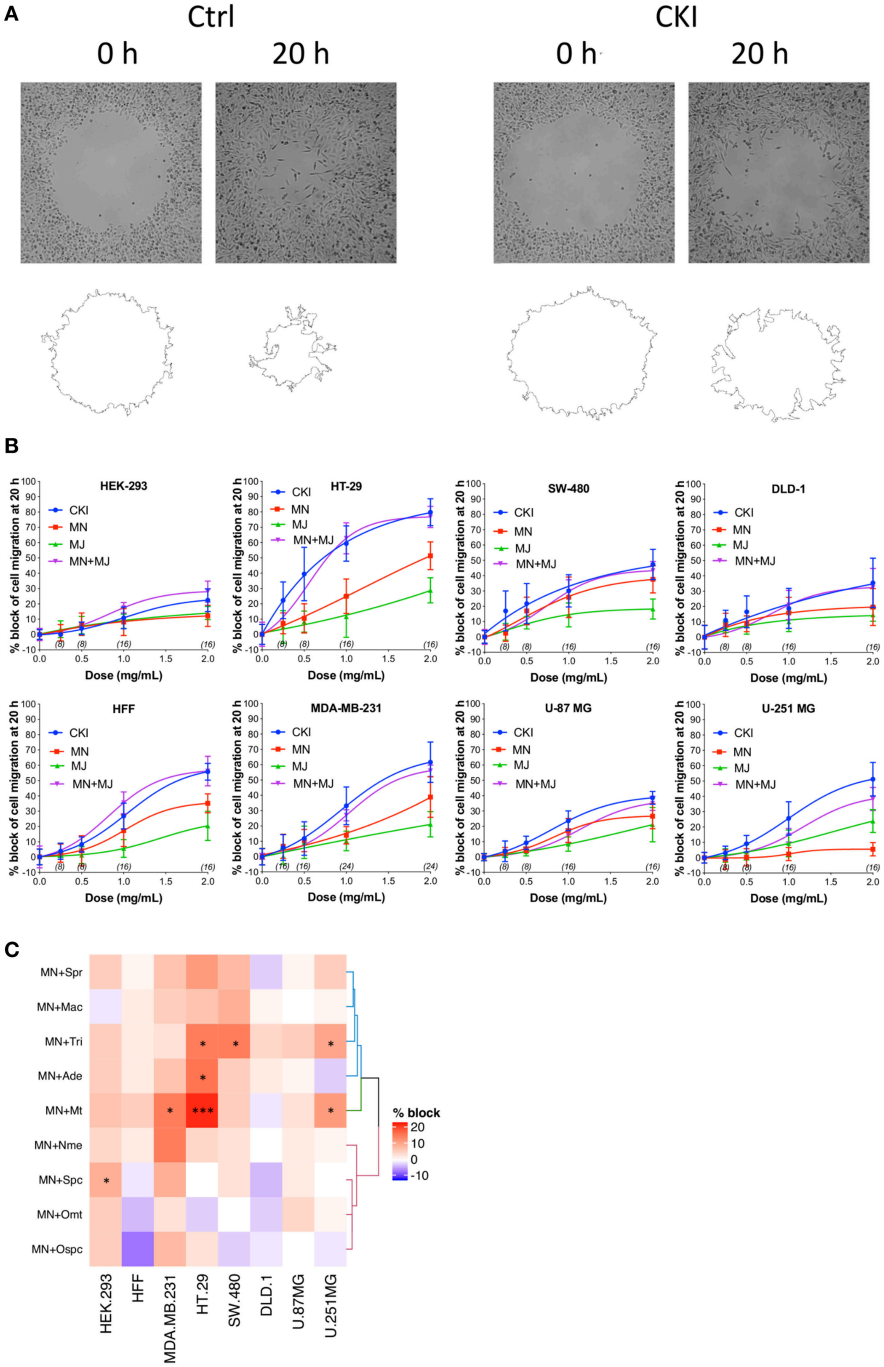
Dose-dependent inhibition of cell migration by CKI, MJ and MN fractions in eight cell lines, measured by wound closure assays. **(A)** Wound areas were imaged at 0 h (initial) and after 20 h of treatment. **(B)** Graphs show percent inhibition of cell migration standardized to the initial wound area, as a function of dose for treatments with CKI (blue), MJ (green), MN (red), and reconstituted CKI with major and minor fractions combined (MN+ MJ; purple). **(C)** Combinatorial analysis of effects on wound closure for the MN fraction tested in combination with each of nine individual major compounds of CKI, summarized as a heatmap. Data were normalized to values for percentage of migration blocked with MN alone at 0.5 mg/ml. Boxes display the net effects of added single major compounds, as no change (white), increased percentage block (red), or reduced percentage of migration blocked (blue). Statistically significant differences are shown as *p < 0.05 and ***p < 0.001. No symbol in a box indicates the response was not significantly different from that with MN alone.

In all the CKI-sensitive cell lines, the inhibition of migration by MN alone was greater than that seen with MJ alone except in HEK-293 and U-251 MG (Figure 2B), but neither treatment was as potent as CKI in any cell line. To determine if a single compound in MJ accounted for the enhanced inhibition seen with co-application of MJ and MN, each of the isolated major compounds alone was added in turn to 1 mg/ml MN, at a final concentration equal to its original concentration in 2 mg/ml CKI. Wound healing assays showed certain compounds added to MN produced a significantly greater inhibition than MN alone, but the effective compounds and levels of potency differed between cell lines (Figure 2C and Supplementary Image 5). Matrine was effective in MDA-MB-231, HT-29 and U-251 MG cell lines; sophocarpine was effective in HEK-293; trifolirhizin was effective in HT-29, SW-480 and U-251 MG; and adenine was effective in HT-29 cells, as determined by a significant decrease in migration as compared to MN alone. More than one compound in MJ appeared to contribute to the activity of CKI in blocking cell migration.

None of the CKI-based treatments induced significant cytotoxicity at 1 or 2 mg/ml, as assessed by Alamar Blue assays (Figures 3A–C). The lack of cytotoxicity suggested that the observed impairment of the two-dimensional cell migration was not an indirect consequence of reduced cell viability. However, CKI at 2 mg/ml substantially increased apoptosis in MDA-MB-231, without a significant effect on HEK-293 or HFF cell lines (Figures 3D–G). These data extend prior work which showed CKI increased apoptosis in MCF-7 breast cancer cells (17), and support the idea that multiple responses induced by CKI could contribute to its overall anti-cancer effects.

**Figure 3:**
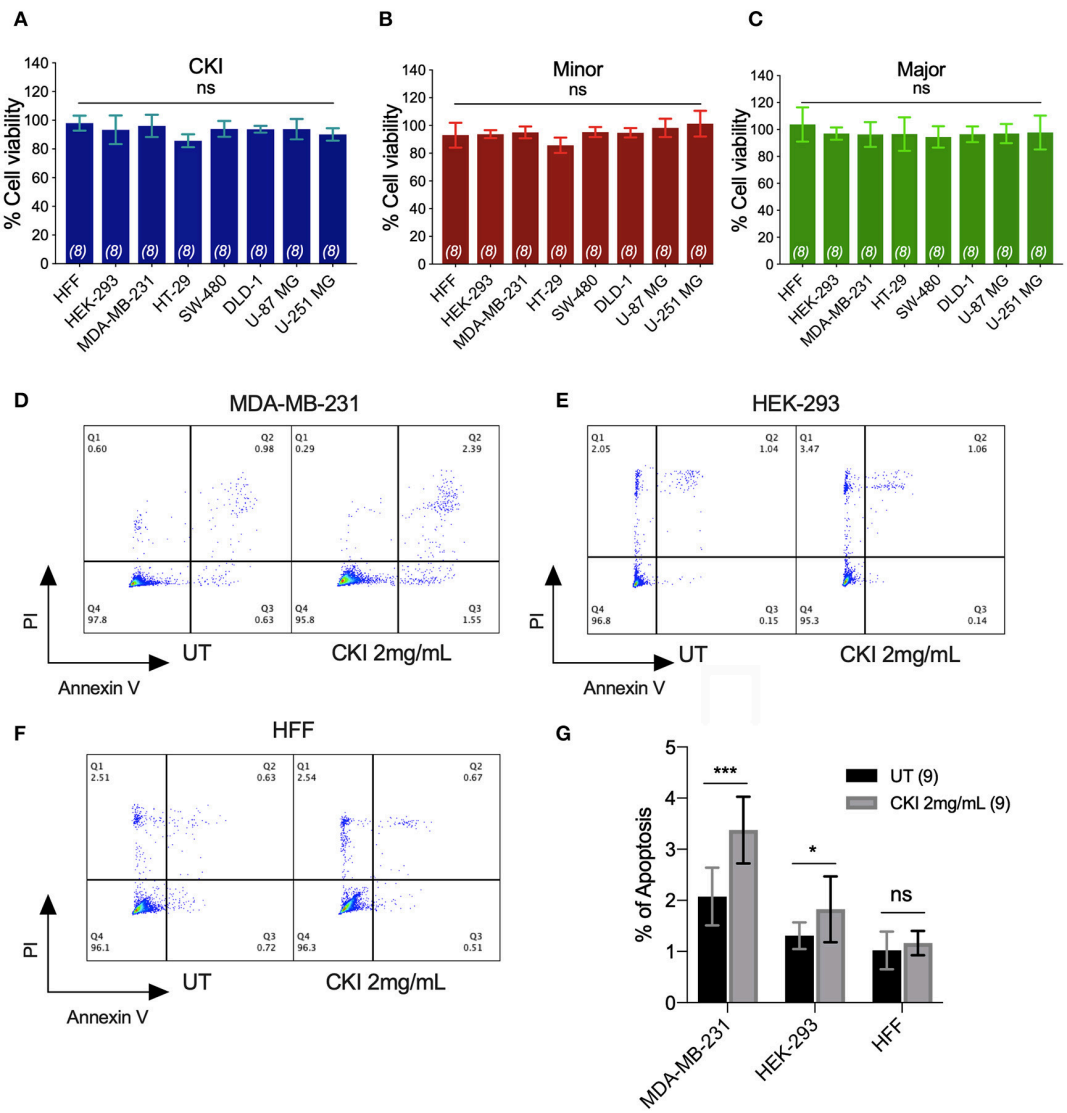
Assessment of the effects of CKI and fractions on cell viability and incidence of apoptosis. Viability was measured by Alamar Blue assay in eight cell lines treated with **(A)** CKI, **(B)** MN or **(C)** MJ fractions (at doses present in 2 mg/ml CKI). Cell viability responses standardized as a percentage to mean values for vehicle control were not significantly different (ns) in any condition, based on repeated experiments with 8 replicates total. Apoptosis was compared in three cell lines with and without CKI treatment, for **(D)** MDA-MB-231, **(E)** HEK-293, and **(F)** HFF cells, analyzed by flow cytometry (see Methods for details). Pseudo-color plots illustrate the percentages of cells in the late (quadrant Q2) and early (Q3) stages of apoptosis. **(G)** Histogram summarizing compiled data (mean ± SD) depicting percentage apoptosis in three cell lines with and without CKI treatment. ****p < 0.0001; ns, not significant.

To quantify the effects of CKI on two-dimensional cell motility *in vitro* in more detail, trajectories of individual cells were monitored in real time using live cell imaging (Figure 4). Vehicle-treated cells were compared with those treated with 2 mg/ml CKI, or 1 mg/ml MN or MJ (doses equal to their concentration in CKI). Data were compiled for representative cells from six cancer and two non-cancerous cell lines. Positions of individual cells as a function of time over 20 h were determined by the location of the cell nucleus (Figure 4A). Distances moved per unit time interval showed a Gaussian distribution; the peak position illustrates the mean distance traveled per increment. Significant displacement of the curve to the left (representing a decreased mean distance traveled per time interval) was evident for CKI treatment in all cell lines as compared to vehicle-treated controls (Figure 4B and Supplementary Video). Significant reductions in mean distance by either MN or MJ were observed in HT-29 and SW-480 cells. Reductions in mean distance by MN but not MJ were seen in U-87 MG, MDA-MB-231 and HFF cells. U-251 MG and DLD-1 cancer cells responded only to whole CKI. The effectiveness of CKI in blocking migration depended on the simultaneous presence of multiple minor and major compounds, but the specific agents conferring anti-migration activity appeared to depend on the cell line.

**Figure 4:**
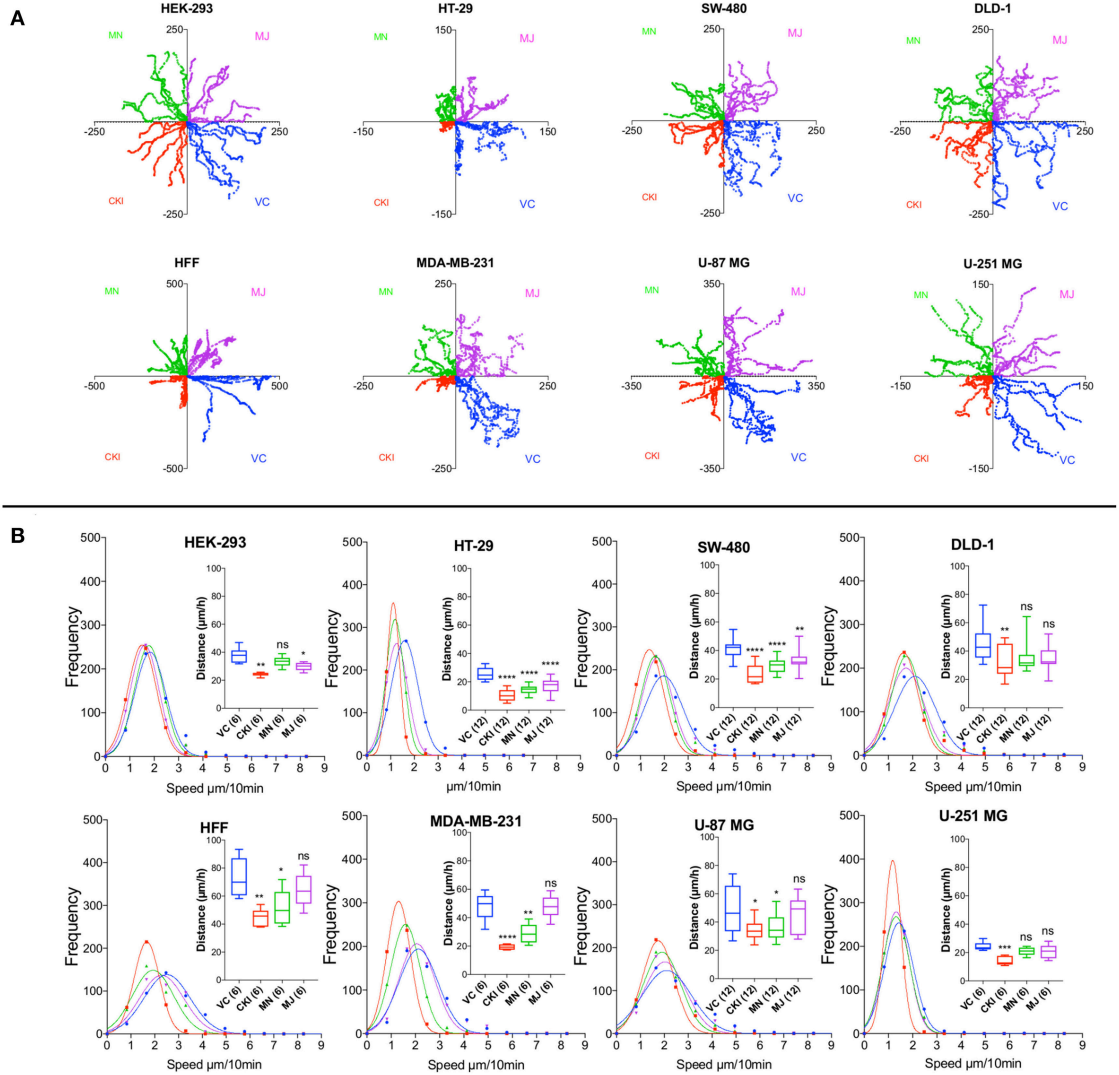
Live-cell imaging of individual cell migration trajectories, with and without the treatments in eight cell lines. Six representative cells located near wound boundaries were selected at time zero and tracked by time-lapse imaging at 10-min intervals for 20 h by the positions of cell nuclei. **(A)** Trajectory plots of individual cells, starting at the graph origin at time 0, were assigned in quadrants based on treatment groups: VC (vehicle control, blue), CKI (red), MN (green), and MJ (violet). X and Y axis values are in μm. **(B)** Frequency histograms of distances moved by individual cells per 10-min interval over 20 h. Colors indicate treatment groups, as above. Total cumulative distances moved per cell are collated in box plots (insets). Boxes enclose 50% of values; error bars show the full range; and horizontal lines are median values. Statistically significant difference is indicated as *p < 0.05, **p < 0.01, and ***p < 0.001, ****p < 0.0001; ns, not significant.

### Impairment of Invasiveness by CKI Treatments in Cancer and Non-cancer Cell Lines

A transwell Boyden chamber assay with ECM-coated filters was used to measure the invasiveness of cells in response to a serum chemoattractant gradient in vehicle control, CKI, MN, and MJ treatment conditions (Figure 5). CKI treatment and the combined MN+MJ treatment (i.e., reconstituted CKI) both significantly reduced invasiveness in all cell types. Smaller but significant decreases in invasiveness were seen with MN alone in all cell types except SW-480 and were seen with MJ alone in all but SW-480 and MDA-MB-231 cell lines. These results suggested that a combination of major and minor components of CKI was required for maximal inhibition of invasiveness through extracellular matrix barriers.

**Figure 5:**
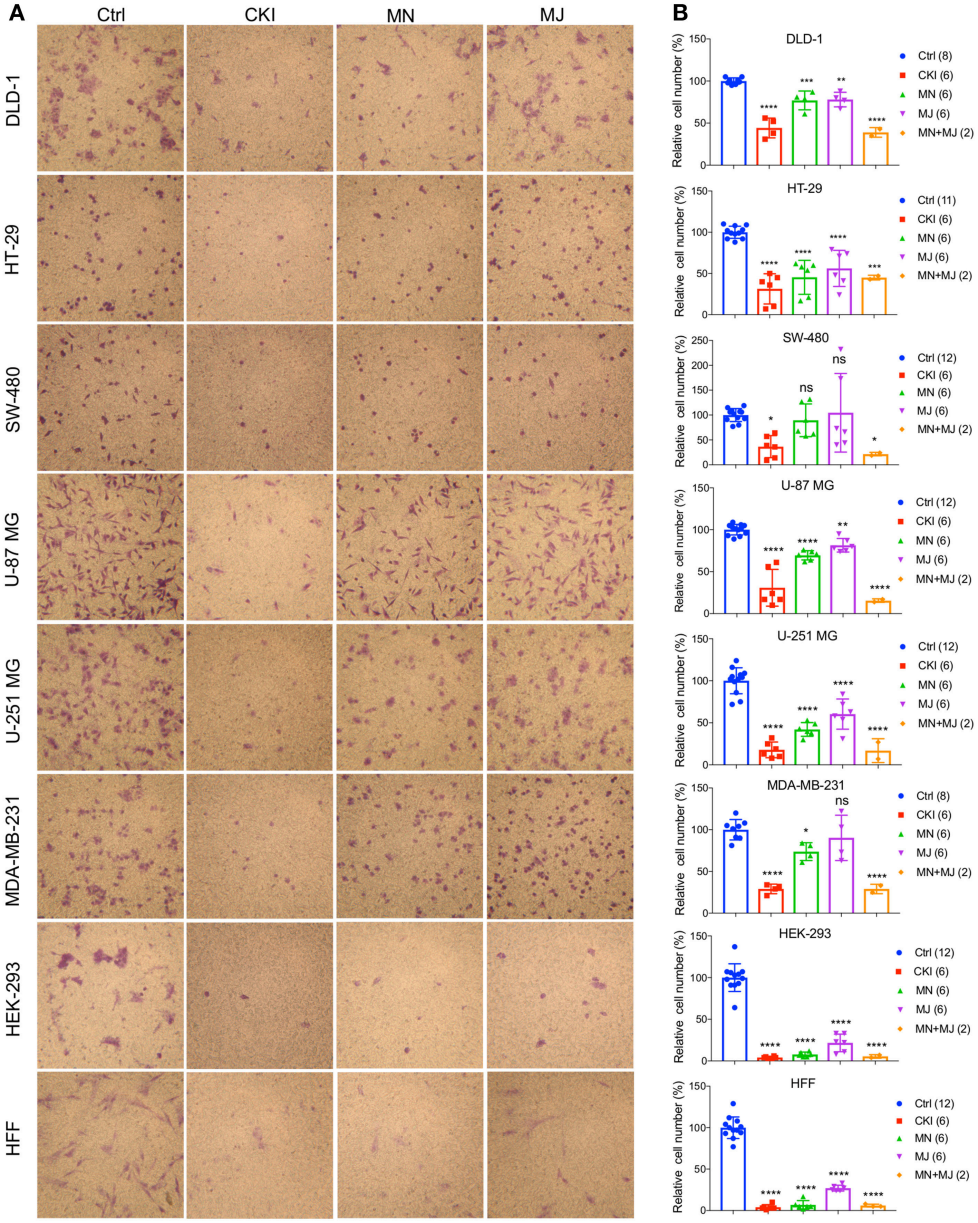
Effects of CKI and fractions on cell invasiveness in eight cell lines. Migration efficiencies of cells across an extracellular matrix barrier after treatment with CKI, minor (MN), major (MJ), or combined (MN+MJ) fractions were measured by transwell invasion assays. **(A)** Images show stained cells that had passed through the filter to reach the opposite side of the transwell membrane. CKI, MN and MJ were applied at doses equal to those present in 2 mg/ml CKI; Ctrl is vehicle control. **(B)** Compiled results are shown in histograms; *n*-values are in italics in corresponding figure key. Statistically significant differences compared to vehicle control are indicated as *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001; ns, not significant.

### Transcriptome Analysis of MDA-MB-231 Cells Treated With CKI

Functional enrichment analysis was used to narrow the field of candidate mechanisms potentially associated with the effects of CKI. The main finding was that the major pathways affected by CKI treatment were cell migration-related. Perturbations of KEGG Pathways that were significantly over-represented in DE genes with CKI treatment were further analyzed using SPIA (Figure 6A and Supplementary Data Sheet 2). 

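For 4 of the KEGG pathways that SPIA ranked, Supplementary Data Sheet 2 gives the complete list of DE genes the study found, 96 different genes in all. At 24 h 69 of the 96 were DE here, 39 higher and 30 lower with CKI, and at 48 h 86 were DE, 49 higher and 37 lower. Adjusted over the list alone the numbers were 88 and 86, which is not independent evidence because the study chose the genes in these cells. Without untreated replicate 2 the number at 24 h was 43, and without CKI replicate 1 it was 83. An absolute log2 fold change of at least 1 was reached by 9 genes at 24 h and 11 at 48 h. Of the 25 genes of the TGF-β signaling pathway, 18 were DE at 24 h, 9 in each direction, and 21 at 48 h, 12 higher and 9 lower. In the GnRH signaling pathway 25 of 36 genes were DE at 24 h (16 higher, 9 lower) and 33 at 48 h (20 higher, 13 lower). The ErbB signaling pathway had 24 of 37 genes DE at 24 h (17 higher, 7 lower) and 33 at 48 h (23 higher, 10 lower). For melanogenesis 21 of 29 genes were DE at 24 h (10 higher, 11 lower) and 27 at 48 h (11 higher, 16 lower). The perturbation values of SPIA depend on the topology of each pathway and were not analysed here.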

“Melanogenesis,” “TGF-β signaling pathway,” “focal adhesion,” “regulation of actin cytoskeleton,” “ErbB signaling pathway,” and “GnRH signaling pathway” were significantly perturbed based on “global perturbation values” (*p*G < 0.05), consistent with the results of the KEGG analysis. CKI appears to impair cell migration by altering both adhesion and motility (Figures 6B,C). 

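The genes drawn in the diagrams of focal adhesion and of the regulation of the actin cytoskeleton were compared with the RNA counts, taking each coloured box as the gene of its label. In Figure 6B, 24 of 25 red boxes were higher with CKI at 24 h, 18 of them DE, and 18 of 18 green boxes were lower, 12 of them DE. At 48 h 23 of the red boxes were higher (21 of them DE) and all 18 green boxes were lower and DE. Of its 15 white boxes 1 was DE at 24 h and 11 at 48 h. In Figure 6C, 20 of 21 red boxes were higher at 24 h (15 of them DE) and 21 of 22 green boxes lower (18 of them DE), and at 48 h 19 red boxes were higher and 21 green boxes lower. The white boxes of Figure 6C that could be tested, 17 in number, included 3 DE genes at 24 h and 13 at 48 h. PIK3CA, whose box is red in both diagrams and can stand for several related genes, had a log2 fold change of -0.37 at 24 h (adjusted p = 0.0509, and DE at -0.46 without CKI replicate 1) and -0.69 at 48 h (adjusted p = 7.14e-10), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. LIMK1, green in Figure 6C, rose with a log2 fold change of 0.45 at 24 h (adjusted p = 0.00489) and 0.47 at 48 h (adjusted p = 1.67e-06) from edgeR's quasi-likelihood test with the same adjustment. Among the red and green boxes, the gene with the largest rise at 24 h was FLNC in Figure 6B (log2 fold change 1.04 at 24 h and 0.62 at 48 h) and EGFR in Figure 6C (0.82 and 0.46), and at 48 h it was ITGA1 in both (0.81 and 1.36). The largest fall at both time points was that of CAV1 in Figure 6B (-1.31 and -1.59) and of IQGAP3 in Figure 6C (-1.69 and -1.46). These 5 genes were DE at both time points. At 48 h the log2 fold changes in batch 1 and batch 2 were 1.88 and 0.87 for ITGA1, -1.47 and -1.72 for CAV1, -1.04 and -1.89 for IQGAP3, and 0.30 and 0.65 for LIMK1, and these differed between the batches. EGFR at 24 h was no longer DE in 2 of the 6 comparisons that each left out 1 library, those without untreated replicate 1 (0.70) and replicate 2 (0.77), and over the 6 its log2 fold change ranged from 0.63 to 0.99. From the 2 diagrams, the paper proposes that CKI impairs migration through both adhesion and motility.

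**Figure D2:**
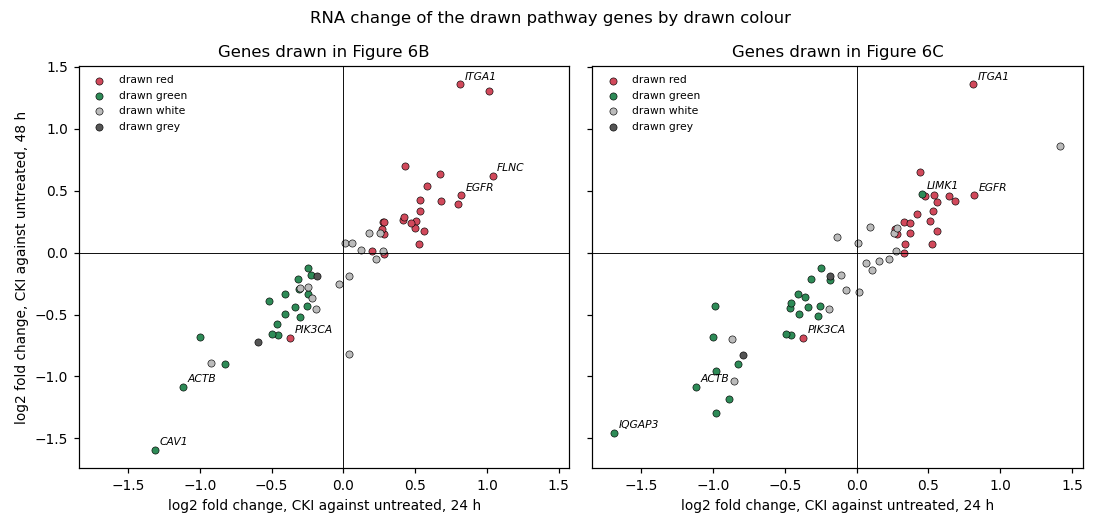
Log2 fold change of RNA with CKI against untreated cells at 24 h (x axis) and 48 h (y axis) for the genes drawn in Figure 6B (left) and Figure 6C (right). Each point is 1 gene in the colour of its box, and the points drawn red lie mostly in the upper right and those drawn green in the lower left, with PIK3CA and LIMK1 on the other side.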

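Of the KEGG pathway genes in Supplementary Data Sheet 3, 1379 were found in the count table and 1022 had enough counts for a test at 24 h, where 430 (42.1%) were DE against 38.4% of the other genes. The odds ratio was 1.16 (95% confidence interval 1.02 to 1.33, p = 0.0234 from Fisher's exact test, two-sided). At 48 h 788 of 1026 (76.8%) were DE against 71.1%, an odds ratio of 1.34 (95% confidence interval 1.16 to 1.57, p = 8.94e-05 from the same exact test). Adjusted over 6 tests these p-values were 0.0468 and 5.36e-04. Without CKI replicate 1 the odds ratio at 24 h was 1.12 (p = 0.0928 from Fisher's exact test). Against random lists matched on mean expression, a permutation over genes, the odds ratio was 1.07 at 24 h (p = 0.25) and 1.19 at 48 h (p = 0.012). For the TARGET genes no enrichment for DE genes was seen with filterByExpr, while with no filter beyond 1 count in any library the odds ratio at 48 h was 2.03 (p = 8.95e-05 from Fisher's exact test). With no such filter 10904 of 21910 genes were DE, so the background held many genes with few counts that were rarely called. Against matched random lists the odds ratio at 48 h was 1.06 (p = 0.887 from the permutation over genes). With filterByExpr 36 of 114 TARGET genes tested (31.6%) were DE at 24 h. The odds ratio was 0.729 (95% confidence interval 0.477 to 1.10, p = 0.123 from Fisher's exact test), and against matched random lists it was 0.634 (p = 0.0254 from the permutation). At 48 h 88 of 115 (76.5%) were DE, an odds ratio of 1.30 (95% confidence interval 0.835 to 2.09, p = 0.255 from Fisher's exact test). No list moved in one direction as a whole by the camera test with an inter-gene correlation of 0.01, adjusted over 6 tests. The closest was a median log2 fold change of -0.14 for the migration related genes at 48 h (adjusted p = 0.149 from limma's camera), where 71 of 118 genes were lower. The fry test of limma, adjusted the same way, called the migration list lower at 24 h (adjusted p = 0.0165) and 48 h (3.25e-10), and at 48 h also the TARGET list lower (2.32e-05) and the KEGG list higher (0.0474). Unlike camera, fry does not compare a list with the other genes. With so many genes DE, its calls do not show that a list moved more than other genes did. Adjusted over the list alone, 440 KEGG genes and 36 TARGET genes were DE at 24 h, and 793 and 89 at 48 h.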

Genes from two strongly affected pathways (“focal adhesion” and “actin cytoskeleton”) were characterized by comparing three independent gene datasets: (i) a set containing 135 Tumor Alterations Relevant for Genomics driven Therapy (TARGET) genes; (ii) a set containing 140 migration related genes collected from published articles; and (iii) a set containing 1,381 genes from KEGG pathways. 

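The genes found in all 3 sets were measured one by one, with 3 libraries per group at 24 h and 6 at 48 h. Of the 13 genes tested, 4 were DE at 24 h and 11 at 48 h, all of them lower with CKI. Adjusted over the list alone the numbers were also 4 and 11. The counts moved most under the stricter threshold of an absolute log2 fold change of at least 1, which left CDH1 alone at both time points, while 9 genes were DE at 24 h without CKI replicate 1. CDH1 fell from 5.87 ± 1.17 CPM (SD, n = 3) to 0.383 ± 0.274 (SD, n = 3) at 24 h, a log2 fold change of -3.91 (adjusted p = 5.2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 2 to 15 counts per CKI library, this fold change depends on the prior count of the fit. At 48 h its log2 fold change was -2.74, with -2.89 in batch 1 and -2.13 in batch 2, where untreated cells had only 21 to 24 counts. CDK4 fell by 0.80 on the log2 scale at 24 h and by 0.56 at 48 h. PIK3CA fell from 38.5 ± 6.13 CPM (SD, n = 6) to 23.5 ± 2.37 (SD, n = 6) at 48 h and was lower than every untreated library of its batch in all 6 CKI libraries. JAK2 had a log2 fold change of -0.40 at 48 h, with -0.27 and no call in batch 2 alone (adjusted p = 0.101 from edgeR's quasi-likelihood test). With no batch term JAK2 was not DE either (-0.39, adjusted p = 0.0810 from the same test). RB1 changed by -0.15 on the log2 scale at 48 h, and it was not DE in batch 2 alone (log2 fold change -0.12) or without untreated replicate 1 of batch 1 (-0.092), nor with library sizes alone (-0.072), in the fit of all 54 libraries (-0.16) or with no batch term (-0.14). APC was not DE at either time. Its log2 fold change at 48 h was 0.067 (adjusted p = 0.281 from the quasi-likelihood test of edgeR), and it was 0.12 and DE without untreated replicate 1 of batch 1 (adjusted p = 0.0393 from the same test of edgeR).

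**Figure D3:**
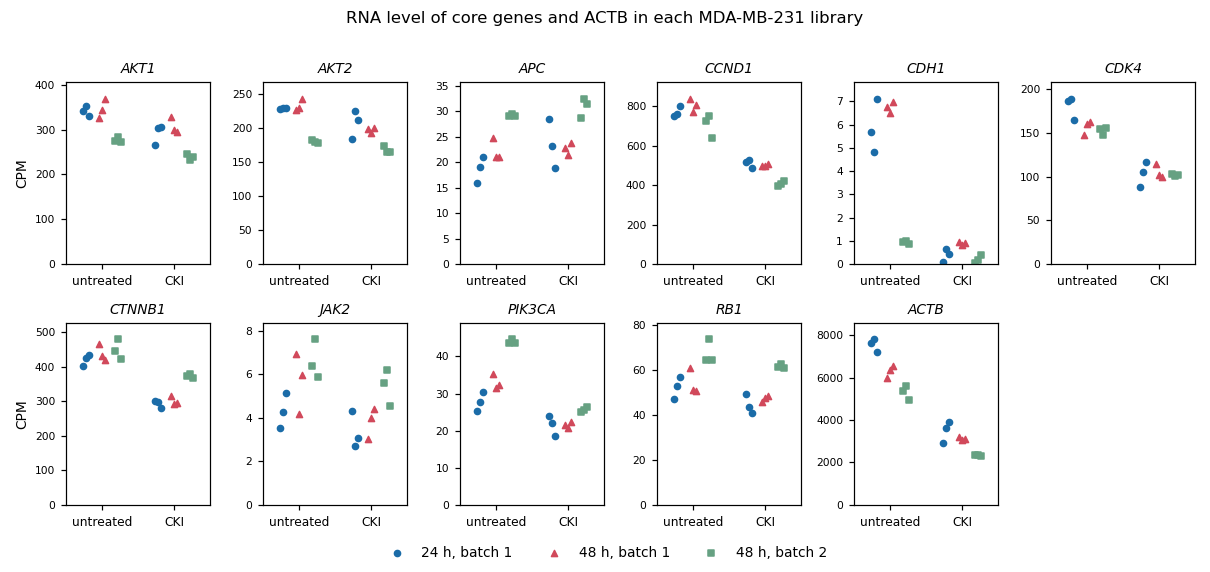
CPM of 10 core genes and ACTB in untreated and CKI-treated MDA-MB-231 cells, 1 panel per gene, with 1 point per library and the marker giving the time and batch. CDH1, CCND1, CDK4 and ACTB lie lower with CKI in every batch, whereas APC overlaps.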

We identified 14 clinically relevant DE genes, which were: *CTNNB1, CDH1, AKT1, AKT2, AKT3, CCND1, MAPK1, JAK2, APC, CDK4, RB1, PIK3CA*, and *PTEN*, all of which have been shown to affect cell migration (Figure 6D, Supplementary Table 3, and Supplementary Data Sheet 3), suggesting that the slowing of cell migration could be clinically relevant to CKI treatment outcomes.

**Figure 6:**
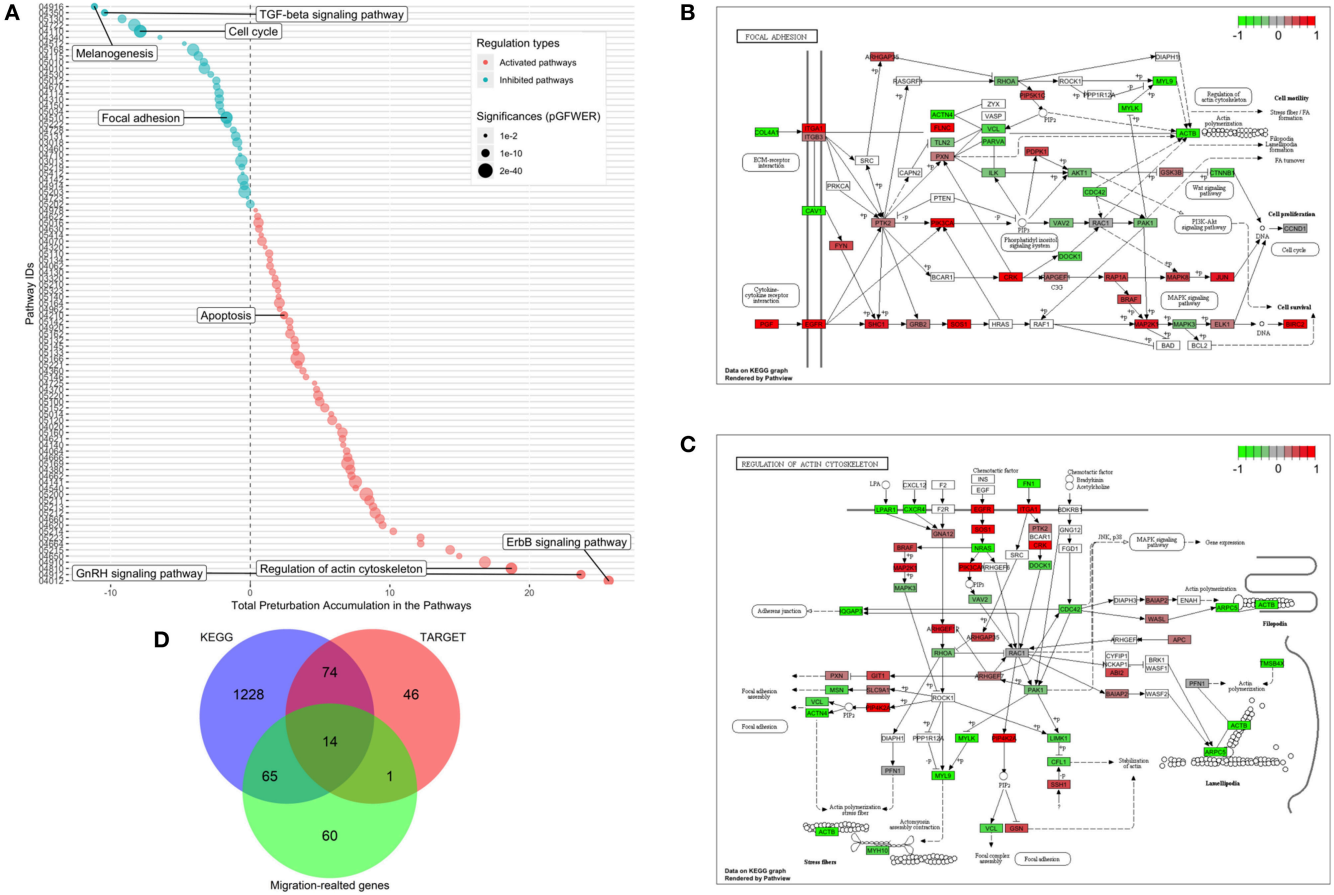
Identification of significantly perturbed pathways using SPIA analysis. **(A)** 101 significantly perturbed pathways in MDA-MB-231 treated by CKI 2 mg/ml were observed. Total perturbation values are shown on the x-axis, and pathway IDs are on the y-axis. The global perturbation *P*-value (pG < 0.05) was used. **(B)** Significantly perturbed “focal adhesion” pathway in MDA-MB-231 treated by CKI 2 mg/ml. **(C)** Significantly perturbed “regulation of actin cytoskeleton” pathway in MDA-MB-231 treated by CKI 2 mg/ml. Up- and down-regulated genes are shown in red and green, respectively and genes that were not affected by CKI treatment are shown in white or gray. **(D)** 14 “core genes” that are found across three different datasets (see Methods).

### CKI Interrupts F-actin Polymerization

The results of functional enrichment analysis highlighted the actin cytoskeleton and focal adhesion pathways as potential targets of CKI. As a result, we decided to examine the effect of CKI on F-actin polymerization, filopodia formation and lamellipodia extension using confocal microscopy in all eight cell lines (Figure 7). Cells in all lines treated with CKI, MN and MJ (at doses equal to those in 2 mg/ml CKI) at 24 h were smaller and lacked cellular processes such as lamellipodia as compared to vehicle control treated. Abundant lamellipodia seen in the control treatment were visibly diminished in the treatment groups. Comparing responses within the treatment groups, CKI disrupted the lamellipodia extensions more than was seen with MN or MJ alone. The impairment of F-actin polymerization was consistent with the idea that MN and MJ fractions both contribute slowing cell migration.

**Figure 7:**
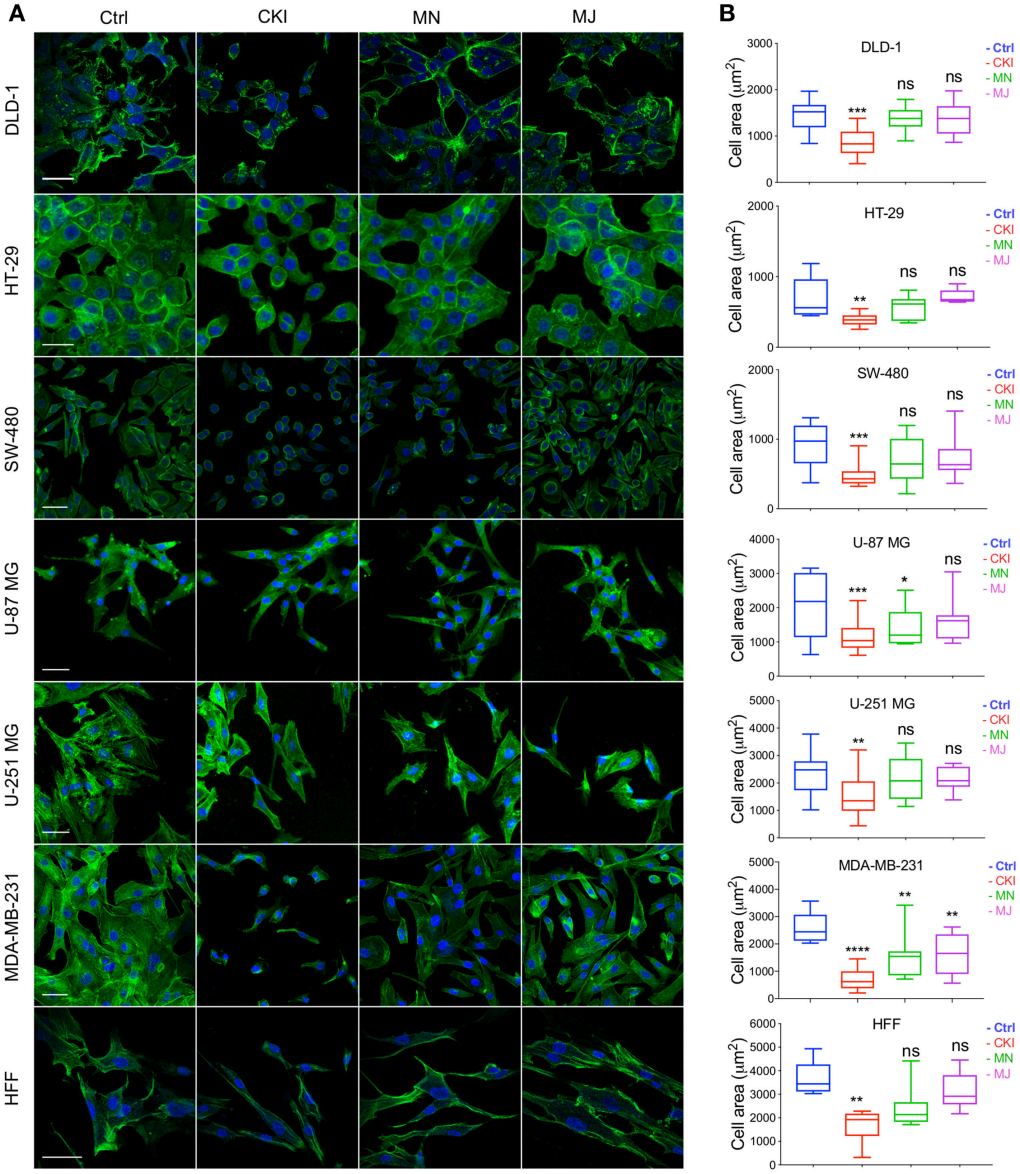
Patterns of distribution of polymerized F-actin after CKI-based treatments in eight cell lines, visualized by confocal microscopy. **(A)** F-actin was labeled with phalloidin (green), and nuclei with Hoechst (blue), for treatment groups (from left to right): vehicle control (Ctrl), CKI, minor and major fractions at doses present in 2 mg/ml CKI. Scale bars are 50 μm. **(B)** Areas (μm^2^) of F-actin staining per cell are summarized in box plots. Statistically significant results are shown as *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 and (ns) for not significant.

### CKI and Fractionated Mixtures Perturb the Actin Cytoskeleton

To validate the gene expression changes at the protein level, we performed flow cytometry analyses of four proteins; CTNNB1, AKT (1–3), CCND1, and ACTB, selected for their significant contributions in actin cytoskeleton and focal adhesion pathways in MDA-MB-231, HEK-293, and HFF cell lines. Results shown in Figure 8 indicated that CKI, MN and MJ significantly downregulated the protein expression, confirming the gene expression data. While there was prominent down-regulation of CTNNB1, CCND1, and ACTB expression in MDA-MB-231 by all treatments, AKT (1–3) was downregulated by CKI and MN but not MJ treatments. In HFF cells, all treatments downregulated ACTB and CCND1 significantly; CKI and MN significantly reduced AKT (1–3) expression whereas MJ caused significant increase. In contrast, in the HFF cell line, CTNNB1 protein expression was significantly increased by CKI and MN, but significantly downregulated by MJ. In HEK-293 cells, CKI upregulated ACTB, AKT and CCND1, whereas MN upregulated ACTB and downregulated CTNNB1 with no significant effect on AKT (1,2,3) or CCND1; MJ had no significant impact on these four proteins (Figure 8). These results showed that CKI, MN and MJ significantly downregulated the four proteins in MDA-MB-231 cells, with similar although not identical results in the two non-cancer cell lines, providing additional support for the idea that CKI affects cancer cell migration by altering cytoskeletal structure.

**Figure 8:**
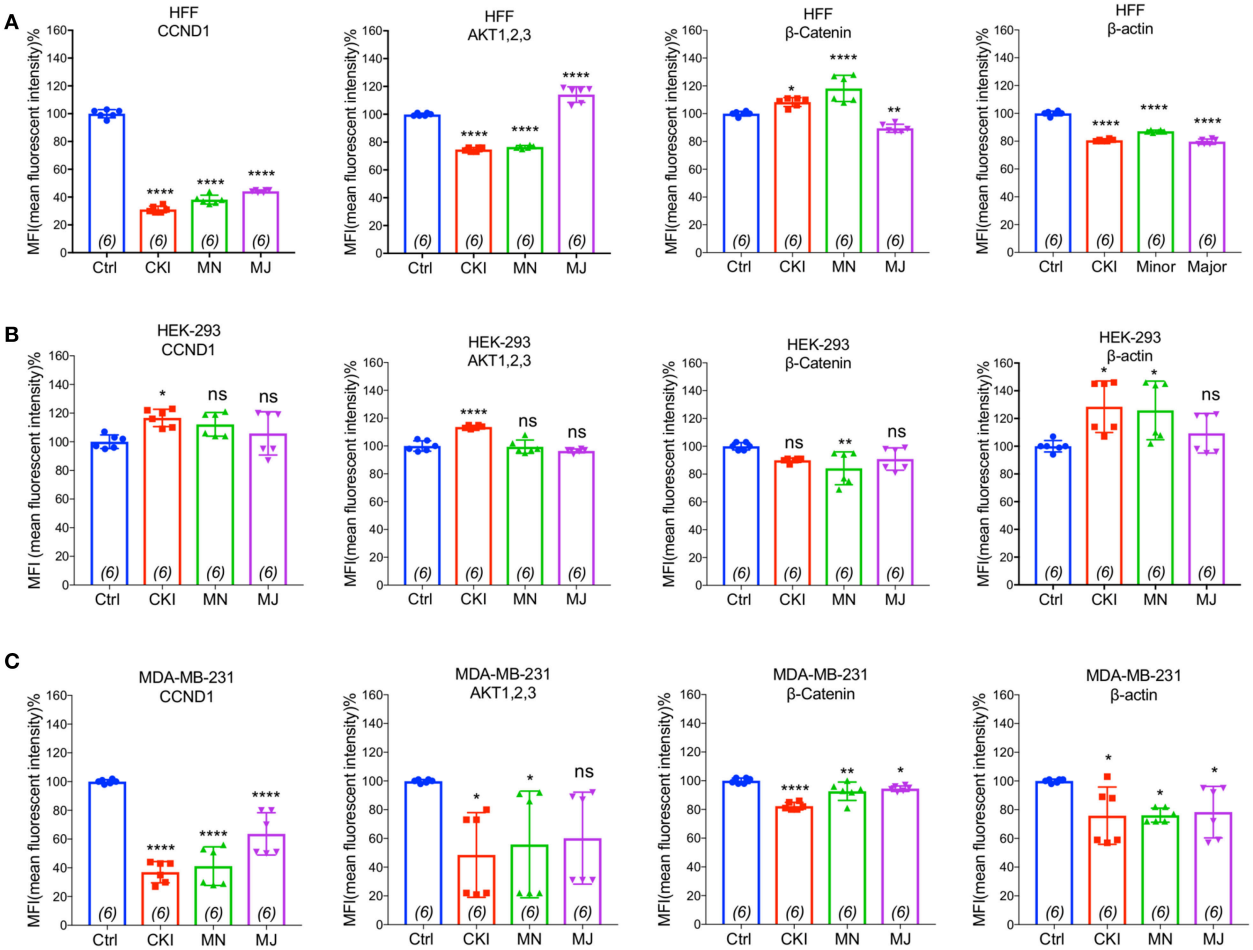
Flow cytometry analyses of four proteins: CTNNB1, AKT (1–3), CCND1, and ACTB compared in three cell lines with and without CKI-based treatments. The levels of protein expression for four genes predicted by transcriptomic analysis to be significantly down-regulated were evaluated by FACS in three cell lines **(A)** MDA-MB-231, **(B)** HEK-293, and **(C)** HFF. Statistically significant differences compared to vehicle controls were analyzed using one-way ANOVA and *post hoc* tests and are shown as *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, and not significant (ns).

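In the RNA counts of MDA-MB-231 cells, genes of the proteins in Figure 8 changed by different amounts with CKI. ACTB went from 7555 ± 299 CPM (SD, n = 3) in untreated cells to 3483 ± 498 (SD, n = 3) at 24 h, a log2 fold change of -1.12 (adjusted p = 4.3e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its log2 fold change at 48 h was -1.08. ACTB has close copies in the genome between which the counting of reads could have divided its counts. CCND1 had log2 fold changes of -0.59 at 24 h (adjusted p = 0.00114 from edgeR's quasi-likelihood test) and -0.72 at 48 h. CTNNB1 had log2 fold changes of -0.52 at 24 h (adjusted p = 0.00175 from edgeR's quasi-likelihood test) and -0.39 at 48 h, with -0.52 in batch 1 and -0.26 in batch 2. In ACTB, CCND1 and CTNNB1 every CKI library lay below every untreated library of its batch at both time points. For 3 libraries against 3, the exact permutation test cannot give a two-sided p under 0.1. AKT1 and AKT2 changed less, though in AKT2 every CKI library also lay below every untreated library of its batch at both time points. In AKT1 this held for 3 of 3 CKI libraries at 24 h and 5 of 6 at 48 h. At 24 h AKT1 had a log2 fold change of -0.23 (adjusted p = 0.0613) and AKT2 of -0.15 (adjusted p = 0.225), from edgeR's quasi-likelihood test, so that neither was DE. AKT1 at 24 h was DE with the DESeq2 Wald test, in the fit of all 54 libraries and without CKI replicate 1. At 48 h the log2 fold changes were -0.18 (adjusted p = 4.99e-04) and -0.16 (adjusted p = 0.00143) from edgeR's quasi-likelihood test, and both were DE. With library sizes alone as the scaling AKT2 at 48 h was not DE (log2 fold change -0.078, adjusted p = 0.0604 from edgeR's quasi-likelihood test). With no batch term at 48 h, neither AKT1 (-0.18, adjusted p = 0.189) nor AKT2 (-0.16, adjusted p = 0.180) was DE by the same test.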

## Discussion

Natural compounds with anti-cancer activities have been suggested to include potential anti-metastatic agents (17, 21, 30, 31). Clinical chemotherapeutics for cancers are targeted mainly at killing rapidly dividing cells (32), but cause serious side effects including immunosuppression, hair loss and infertility, without eliminating risks of secondary neoplasms (33). Non-toxic treatments to reduce metastasis as adjuncts to primary cancer therapies are greatly needed. CKI increased apoptotic activity in breast cancer MCF-7 and hepatocellular carcinoma HCC cell lines (17, 21). Results here showed that CKI also significantly slowed cell migration and invasion, an outcome consistent with its beneficial clinical effects. CKI is a mixture of natural compounds containing nine major and numerous unidentified minor compounds. The complexity of TCM presents a challenge for identifying single active compounds. By separating components of CKI into major and minor groups, and by adding novel screens for migration and invasion into the analyses of CKI biological activity, we have shown that co-application of multiple compounds was far more effective in blocking cell migration than single agents alone, and that different compounds (serendipitously combined in CKI) are required for activity across diverse cell types. We showed the inhibition of migration by the major fraction alone was not as potent as whole CKI in any of the cell lines tested, demonstrating one or more minor compounds were necessary for the full effect. Each of the single compounds in the major fraction was coapplied with the minor fraction to test for a dominant modulator, but interestingly the most effective combinations of compounds differed between cell lines (Figure 2C and Supplementary Image 5). More than one major compound contributes to the activity of CKI in blocking cell migration.

Components of CKI have both anti-proliferation and anti-migration activities which differ between cell lines, suggesting that refinement of the TCM composition could enable customized management for different cancer types. A subset of the major compounds in CKI have been investigated previously. For example, oxymatrine impaired angiogenesis in mouse breast cancer *in vitro* and *in vivo*, by altering NF-κB pathway and VEGF signaling (34). Matrine inhibited migration and proliferation of mouse lung adenocarcinoma *in vitro* and slowed xenograft growth *in vivo*, by reducing expression of a calcium-dependent chloride channel shown to be upregulated in multiple cancer types (35, 36). Consistent with these findings, we found matrine added to the CKI minor fraction further impaired cancer cell migration (Figure 2C); however, in contrast, addition of oxymatrine to the CKI minor fraction did not affect the control of migration in any of the cell lines we tested. Oxysophocarpine slowed metastasis of oral squamous cell carcinoma *in vitro* and *in vivo*, by altering transcription factor Nrf2 and stress protein signaling pathways (37). In contrast, our results showed oxysophocarpine partially reversed the inhibition of migration observed with the CKI minor fraction. Work here showed that the major components trifolirhizin and adenine, not previously characterized, when added to CKI minor fraction further slowed cell migration, suggesting these agents merit further study as potential therapeutics, singly and in combination. Not all components of CKI enhance its anti-cancer activities; for example, depletion of three compounds (oxymatrine, oxysophocarpine and macrozamin) increased the anti-proliferative activity of CKI (23).

Rational analysis of the differential effects of agents in a TCM mixture can benefit from quantitative systems biology approaches. Transcriptomics has proven valuable for identifying altered patterns of global gene expression in response to complex agents such as CKI (18). Our pathway analysis of the transcriptome of CKI-treated MDA-MB-231 cells revealed a strong association with genes linked to “TGF-β signaling,” “focal adhesion,” “GnRH signaling,” and “regulation of actin cytoskeleton.” These pathways are linked with migratory phenotype, actin polymerization and lamellipodia protrusion (38–40). Focal adhesion sites are points of contact with extracellular matrix, anchoring actin filaments via protein complexes with transmembrane integrin receptors (41). Matrine has been reported to disrupt actin filament organization in DLD-1 colorectal adenocarcinoma cells (42). Work here is the first to show that treatment with whole CKI significantly perturbed “focal adhesion” and “regulation of actin cytoskeleton” pathways, and to confirm predictions of the transcriptomic results by showing CKI reduced lamellipodial abundance, length of extension, and area of F-actin polymerization.

Two striking outcomes of our pathway analyses were the significant negative perturbation of the cytokine TGF-β (transforming growth factor beta) and positive perturbation of GnRH (Gonadotropin-releasing hormone) signaling pathways by CKI treatment. Multifunctional TGF-β promotes the process of epithelial-mesenchymal transition, which facilitates cell migration, invasion and metastasis (43, 44). Reduced TGF-β signaling would be consistent with our findings of impaired invasion and migration with CKI treatment. Conversely, GnRH activity has been associated with attenuating migration of DU145 human prostatic carcinoma cells by remodeling the actin cytoskeleton (45). Increased GnRH signaling would be consistent with beneficial effects of CKI treatment. Further work is needed to fully understand the mechanisms of action of CKI on cell migration and invasion, the signaling pathways involved, the synergistic effects of combined therapeutic agents, and the translational potential by extending these analyses to metastatic cancer cells *in vivo*. Our results showed not only that more than one component of CKI is necessary for a beneficial effect in slowing migration, but that the optimal combinations of coapplied agents are not universal across all types of cancers. This work suggests future opportunities exist to refine CKI composition to target different classes of cancers differentially.

## Conclusion

The primary outcome of this study is the demonstration that cancer cell migration and invasion rates are significantly reduced by CKI, suggesting that therapeutic activity of CKI in human cancer patients may arise in part from downregulation of a panel of key molecular targets necessary for adhesion and motility in metastasis. The secondary outcome of this study is that multiple compounds in CKI, acting together, are responsible for this effect.

## Data Availability

Data were submitted to NCBI Gene Expression Omnibus (GEO), with RNA_Seq. Accession Number GSE125743, available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE125743.

## Author Contributions

SN, TA, DA, and AY designed the study, analyzed the data and wrote the manuscript. SN and TA conducted the experiments and JC, JP, MD, YH-L, and ZQ assisted with experiments and analysis.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Effect of Compound Kushen Injection, a Natural Compound Mixture, and Its Identified Chemical Components on Migration and Invasion of Colon, Brain, and Breast Cancer Cell Lines
**Source:** Front Oncol. 2019 Apr 26;9:314. doi: 10.3389/fonc.2019.00314
**Supplement:** Supplementary Table 1 — Concentration of 9 major compounds in CKI (Batch No:20151139) and MJ. Total alkaloid content in CKI (Batch No:20151139) = 25 mg/ml based on manufacturer's assay. Regression line for the calculation of compounds has previously been described (23).

**Supplementary Table 1:** Concentration of 9 major compounds in CKI (Batch No:20151139) and MJ.

| Mixtures | Compounds | concentration (mg/mL) | %Contribution |
| --- | --- | --- | --- |
| CKI | Macrozamin | 1.1 ± 0.07 | 4.4 |
|  | Adenine | 0.04 ± 0.03 | 1.6 |
|  | N-methylcytisine | 0.2 ± 0.04 | 0.8 |
|  | Sophoridine | 0.3 ± 0.19 | 1.2 |
|  | Matrine | 1.7 ± 0.17 | 6.8 |
|  | Sophocarpine | 0.5 ± 0.03 | 2 |
|  | Oxysophocarpine | 1.2 ± 0.18 | 4.8 |
|  | Oxymatrine | 5.6 ± 0.66 | 22.4 |
|  | Trifolirhizin | 0.12 ± 0.01 | 0.4 |
|  | **Total** | **11.1** | **44.4** |
| MJ | Macrozamin | 1.2 ± 0.17 | 4.8 |
|  | Adenine | 0.2 ± 0.01 | 0.8 |
|  | N-methylcytisine | 0.2 ± 0.04 | 0.8 |
|  | Sophoridine | 0.4 ± 0.12 | 1.4 |
|  | Matrine | 1.5 ± 0.6 | 6 |
|  | Sophocarpine | 0.3 ± 0.003 | 1.4 |
|  | Oxysophocarpine | 1.1 ± 0.14 | 4.3 |
|  | Oxymatrine | 5.9 ± 0.7 | 23.6 |
|  | Trifolirhizin | 0.05 ± 0.01 | 0.2 |
|  | **Total** | **10.8** | **43.3** |

*Total alkaloid content in CKI (Batch No:20151139) = 25 mg/ml based on manufacturer’s assay. Regression line for the calculation of compounds have been previously described (Aung et.al).

# Supplementary material for: Effect of Compound Kushen Injection, a Natural Compound Mixture, and Its Identified Chemical Components on Migration and Invasion of Colon, Brain, and Breast Cancer Cell Lines
**Source:** Front Oncol. 2019 Apr 26;9:314. doi: 10.3389/fonc.2019.00314
**Supplement:** Supplementary Table 2 — Concentrations of Matrigel and number of cells used for each cell line in transwell invasion assay.

| Cell line | Number of cells/ml | Concentration of matrigel (Stock: 10 mg/ml) | Matrigel loading Volume | Incubation time (hours) |
| --- | --- | --- | --- | --- |
| MDA-MB-231 | 1X 10^6^ | 1 in 40 | 40 µl | 5 |
| U-87 | 5X 10^5^ | 1 in 30 | 40 µl | 4-5 |
| U-251 | 5X 10^5^ | 1 in 40 | 40 µl | 4-5 |
| DLD-1 | 1X 10^6^ | 1 in 100 | 40 µl | 24 |
| SW-480 | 1.5X 10^6^ | 1 in 200 | 40 µl | 24 |
| HT-29 | 2.5X 10^6^ | 1 in 400 | 40 µl | 24 |
| HEK-293 | 5X 10^5^ | 1 in 40 | 40 µl | 24 |
| HFF | 5X 10^5^ | 1 in 150 | 40 µl | 24 |

Supplementary Table 2: Concentration of Matrigel and number of cells used for each cell line in transwell invasion assay.

# Supplementary material for: Effect of Compound Kushen Injection, a Natural Compound Mixture, and Its Identified Chemical Components on Migration and Invasion of Colon, Brain, and Breast Cancer Cell Lines
**Source:** Front Oncol. 2019 Apr 26;9:314. doi: 10.3389/fonc.2019.00314
**Supplement:** Supplementary Table 3 — Fourteen clinically relevant DE genes from three independent gene datasets.

Supplementary Table 3: Fourteen clinically relevant DE genes from three independent gene datasets.

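The table holds the genes shared by the TARGET genes, the migration related genes and the KEGG pathway genes. ESR1, the member that the main text does not list, had 0 or 1 counts per untreated library and 1 to 4 per CKI library at 24 h, and 0 to 7 and 0 to 5 at 48 h. Its mean CPM was 0.0143 in untreated and 0.0914 in CKI libraries at 24 h, and 0.104 and 0.0558 at 48 h. Hardly any RNA of ESR1 was thus counted in these cells, and it was too low for a test.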

| Gene ID | Gene Name | Full Name |
| --- | --- | --- |
| 324 | APC | APC, WNT signaling pathway regulator [ Homo sapiens (human)] |
| 595 | CCND1 | cyclin D1 [ Homo sapiens (human)] |
| 999 | CDH1 | cadherin 1 [ Homo sapiens (human)] |
| 10000 | AKT3 | AKT serine/threonine kinase 3 [ Homo sapiens (human)] |
| 1499 | CTNNB1 | catenin beta 1 [ Homo sapiens (human)] |
| 1019 | CDK4 | cyclin dependent kinase 4 [ Homo sapiens (human)] |
| 5925 | RB1 | RB transcriptional corepressor 1 [ Homo sapiens (human)] |
| 207 | AKT1 | AKT serine/threonine kinase 1 [Homo sapiens (human)] |
| 5290 | PIK3CA | phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit alpha [ Homo sapiens (human)] |
| 208 | AKT2 | AKT serine/threonine kinase 2 [ Homo sapiens (human)] |
| 5728 | PTEN | phosphatase and tensin homolog [ Homo sapiens (human)] |
| 5594 | MAPK1 | mitogen-activated protein kinase 1 [ Homo sapiens (human)] |
| 3717 | JAK2 | Janus kinase 2 [ Homo sapiens (human)] |
| 2099 | ESR1 | Estrogen receptor 1 [ Homo sapiens (human)] |

How the deposited data were processed for this re-analysis (not part of the article)

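RNA from MDA-MB-231 cells, an established human breast cancer line, was measured in 54 libraries of 18 conditions with 3 replicates each: untreated cells, CKI at 2 mg/ml and 8 mixtures of CKI components, sampled at 24 or 48 h, in 2 batches. The authors deposited a table of raw read counts for 27978 genes, with 1 column per library and no normalization. From the labels, the authors sequenced strand-specific paired-end libraries of oligo(dT)-selected mRNA on an Illumina HiSeq. The aligner, the counting tool, the genome build and the annotation version are not named in the paper, which takes the data from its reference 23, so genes that share reads with a near-identical copy, such as ACTB, carry an uncertain count. Every column was matched to a condition by its treatment code, time point and batch, and 3798 genes had no count in any library.

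The rest was computed from these deposited counts. Library totals were between 17673537 and 26138924 counts (median 22568666.5), and in the untreated and CKI libraries between 18649291 and 26138924. The biological coefficient of variation in edgeR was 0.138 at 24 h and 0.0686 at 48 h. Genes were filtered with filterByExpr, scaled by TMM and compared with glmQLFit and glmQLFTest in edgeR 4.0.16 (R 4.3.3). CKI was compared with untreated cells within batch 1 at 24 h (3 libraries against 3) and in both batches at 48 h (6 against 6) with the batch as a term. A gene was called DE at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. Differences of the CKI effect between time points (12 libraries of batch 1) and between batches (12 libraries at 48 h) were tested as interactions. Each mixture was compared with the untreated libraries of its own time point and batch.

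Gene lists from the supplementary files (1381 KEGG pathway genes, 140 migration related genes, 135 TARGET genes, 75 genes of 3 GO terms, 96 genes of 4 SPIA pathways and 14 core genes) were matched by symbol. In the TARGET list 2 genes were matched by another name, and 1379 KEGG genes were found in the count table. The share of DE genes in a list was set against all other tested genes with Fisher's exact test, two-sided, and against 10000 random lists matched on mean expression in 50 bins. The direction of a list was tested with camera in limma 3.58.1 (inter-gene correlation 0.01, log-CPM with a prior count of 2), beside camera with an estimated correlation and fry. Camera compares a list with the other genes, and fry does not. The colours of the boxes in Figure 6B and 6C were read by eye. Further lists of genes, written from general knowledge, stood for targets of SRF and MRTF (14 genes), of YAP and TEAD (11), of NRF2 (12) and of the aryl hydrocarbon receptor (4), for the cell cycle (16) and for the unfolded protein response (10). The lists, the comparisons, the settings to vary and the rule for naming genes were fixed before the data were examined. The rule names the 14 core genes, ACTB, the genes of Figure 6B and 6C with the largest change or a call against the drawn colour, and the 3 genes with the largest rise and fall among those with a mean of at least 10 CPM that were DE at both time points in the same direction, also in each batch at 48 h. Some genes that fall under this rule are not reported here.

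Other settings were RLE size factors, library sizes alone, the Wald test of DESeq2 1.42.0, no filter beyond 1 count in any library, a mean of at least 1 CPM, all 54 libraries in 1 fit, a replicate block, each library left out in turn, each batch alone, no batch term, and an absolute log2 fold change of at least 1. Up to 100 other splits of the libraries were refitted, and trends in GC content and gene length were removed from each library as a check. The replicate numbers were checked for pairing by the correlation of deviations from the group means, and no condition had a correlation over 0.1 in every pair.

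The comparisons were tested on simulated counts in which 200 genes changed by 2-fold at a dispersion of 0.01. Of these, edgeR called 195 with 3 libraries against 3 (7.14% of 210 calls false) and 200 with 6 against 6 (4.76% false), and for interactions 176 between time points and 182 between batches. With no gene changed it made 0 calls among 14256 genes. DESeq2 recovered 183 at 3 against 3 (9.41% false), and at most 11.1% of its calls were false in any of its tests. The simulated dispersion was lower than that of the real libraries at 24 h, and no simulated library lay apart from its replicates. Far more genes were DE in the real data than the 200 changed here. These rates therefore need not hold for the real comparisons. Over 54 pairs of replicates the chi-square of the counts per degree of freedom was between 1.92 and 121, so no replicate was a copy of another of its condition. The GO enrichment, the KEGG enrichment and the SPIA perturbation of the paper, its cell assays and its protein measurements were not analysed here.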

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

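The tests on the 3 libraries apart from their replicates, and on the time interaction of gene lists without CKI replicate 1, were chosen only after the results were seen.

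EGFR in CKI replicate 1 of batch 1 at 48 h lay apart from the other 5 CKI libraries at 48 h, with 137 CPM by library size alone (139 after TMM scaling, where the others had 169 to 185). It was 1 of 50 groups of 6 libraries checked with Dixon's test, and 1 in 20 is what chance gives. No technical or biological explanation was tested for it.

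The effect of CKI differed between 24 and 48 h in batch 1 for 232 of 14834 genes (124 with a higher and 108 with a lower log2 fold change at 48 h), by an interaction in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 24 of them were DE in opposite directions at the 2 time points. This number was unstable. It was 19 without CKI replicate 2 at 48 h and 1418 without CKI replicate 1 at 24 h. In 6 of 100 splits of the libraries, the real one included, as many genes had an interaction, which leaves the number within what other groupings give. The 5 other splits exchanged most labels at 1 time point only, which turns the treatment effect itself into a difference between time points. None of the 13 core genes tested had a time interaction, and 3 of them and 2664 of all genes had an unadjusted p under 0.05. Among named genes ITGA1 did, with a log2 difference of 1.07 (adjusted p = 0.0165 from edgeR's quasi-likelihood test).

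As lists, the NRF2 targets rose less at 48 h than at 24 h (median log2 difference -0.45, adjusted p = 1.37e-07 from limma's camera and adjusted p = 2.39e-04 from fry), the cell cycle genes fell less (0.21, adjusted p = 0.00306 and adjusted p = 0.00295), and the genes of the unfolded protein response moved down (-0.52, adjusted p = 4.94e-07 and adjusted p = 4.93e-05). Because CKI replicate 1 at 24 h carries a pattern of batch 2 (below), the tests were repeated without it. The median differences were then -0.40 for NRF2 targets (camera adjusted p = 2.52e-08), 0.19 for the cell cycle (4.42e-04) and -0.34 for the unfolded protein response (9.48e-07), which argues against that library as the whole cause. These values without the library are adjusted over 6 lists, and those with it over 9, so the adjusted p-values are not compared. Over the 6 lists the YAP targets passed as well (-0.15, adjusted p = 0.0111 from limma's camera). A change of the response with time stays open, and handling that differed between the 2 time points was not tested.

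At 48 h the effect of CKI differed between the 2 batches for 2048 of 14858 genes (978 with a higher and 1070 with a lower log2 fold change in batch 2), of which 146 were DE in opposite directions in the 2 batches. In 6 of 100 splits as many genes had an interaction, and here too the 5 others exchanged most labels in 1 batch only. Among named genes the log2 difference, batch 2 minus batch 1, was -0.24 for CAV1, -1.06 for CEMIP, 0.27 for CTNNB1, 1.21 for CYP1A1, -1.01 for IGFBP1, -0.84 for IQGAP3, -0.995 for ITGA1 and 0.36 for LIMK1, with adjusted p-values from 1.27e-06 to 0.026 in edgeR's quasi-likelihood test, and CTNNB1 was the 1 core gene among them. As lists, the YAP targets (-0.28, camera adjusted p = 2.45e-04), the NRF2 targets (0.075, 0.00704), the aryl hydrocarbon receptor targets (0.51, 0.00218), the cell cycle genes (-0.24, 2.45e-04) and the genes of the unfolded protein response (-0.60, 5.92e-04) differed as well. Under fry the unfolded protein response did not (adjusted p = 0.157), and the other 4 did. The median library totals of the batches were within a ratio of 1.04, which argues against depth. What differed between the batches (cells, reagents or library preparation) is not named in the labels, so no biological explanation was tested.

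The batches also differ without treatment. In untreated cells at 48 h, 8380 of 14242 genes were DE between batch 2 and batch 1 by edgeR's quasi-likelihood test, 981 of them by over 2-fold, and CDH1 was lower in batch 2 by a log2 fold change of -2.85. At 24 h, CKI replicate 1, OmtOspc replicate 2 and N-MacOmtOspc replicate 2 lay apart from their replicates along this difference, with a lowest slope of 0.557 against a highest of 0.0859 in the other 33 libraries of batch 1. This is consistent with cells or libraries of the kind of batch 2. Their totals were within 1.5 times of their replicates (ratio 0.919 for the library farthest off), which argues against depth. On the 6505 genes alike in both batches, 3 of 3 lay nearest to their own treatment. For CKI replicate 1 and N-MacOmtOspc replicate 2 this argues against an exchanged treatment. The measure does not separate OmtOspc from MacOmtOspc. By it OmtOspc replicate 1 at 24 h lay nearest to MacOmtOspc, and every MacOmtOspc library at 48 h nearest to OmtOspc. For OmtOspc replicate 2 an exchange with MacOmtOspc therefore stays open. Whether the 3 libraries apart from their replicates were made with batch 2 or from other cells stays open. Without CKI replicate 1 the number of DE genes at 24 h was 7636 in place of 5512.

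The paper does not report on the RNA of the mixtures, and each had DE genes against the untreated cells of its time point and batch. At 24 h there were 5097 with macrozamin, oxymatrine and oxysophocarpine alone (MacOmtOspc), 2338 with oxymatrine and oxysophocarpine alone (OmtOspc), 9606 with CKI lacking these 2 (N-OmtOspc) and 6640 with CKI lacking all 3 (N-MacOmtOspc). At 48 h the numbers were 8701 (MacOmtOspc), 9792 (OmtOspc), 12011 (N-OmtOspc), 9354 (N-MacOmtOspc), 10484 without macrozamin, 9999 without N-methylcytisine, 11584 without oxymatrine and 10729 without trifolirhizin. In each of the 12 comparisons, the real split was the 1 of 10 with as many DE genes. The 9 other splits gave 0 DE genes each, with at most 2692 genes at an unadjusted p under 0.05 (OmtOspc at 24 h), and 10 splits cannot give a share under 0.1. OmtOspc at 24 h had 570 DE genes without untreated replicate 2 and 6036 without its own replicate 1, and N-MacOmtOspc at 24 h had 4300 without untreated replicate 2 and 10086 without its own replicate 2. Across genes, which are not independent replicates, the log2 fold changes of the mixtures and of CKI had correlations from 0.474 to 0.750. Both share untreated libraries, and 20 draws of unchanged groups against the same libraries gave 0.484 to 0.527. No gene changed in these draws, so the noise of the shared libraries alone sets their correlation. Where many genes are DE that noise weighs less, so the draws cannot tell what part of a mixture's correlation shared controls give. Of the genes DE with both, 71.4% to 98.4% changed the same way, where unchanged groups shared at most 1 call.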

How the results depend on the processing

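No alternative was added after the results were seen. Of 404 comparisons of a main result with another setting 359 kept their direction and their side of the threshold, or stayed within 1.5 times for a count, and 45 did not (12 weaker, 6 stronger, 13 moved and 14 reversed). For single named genes 375 of 391 did, and of the 16 others 9 were weaker and 7 stronger. Except where the construction shows it, the cause was not tested.

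The odds ratio of the migration list at 24 h (0.976) moved above 1 under several settings. It was 1.01 with RLE size factors, 1.10 with library sizes alone, 1.35 with DESeq2, 1.59 with no filter beyond 1 count, 1.01 with a mean of at least 1 CPM, 1.27 with all 54 libraries in 1 fit and 1.08 with an absolute log2 fold change of at least 1. The threshold of an absolute log2 fold change of at least 1, which by construction calls fewer genes, gave 1357 DE genes at 24 h and 1518 at 48 h, 1 core gene at both, 34 and 33 genes of the GO lists, 9 and 11 of the SPIA lists, odds ratios for the KEGG list of 1.12 (p = 0.293 from Fisher's exact test) and 1.07 (p = 0.493), and at 48 h 1.43 for the migration list (p = 0.175) and 0.463 for the TARGET list (p = 0.0663). Against the matched random lists, a permutation over genes, the odds ratio was 1.07 (p = 0.25) for KEGG and 0.634 (p = 0.0254) for TARGET at 24 h, and 1.38 (p = 0.193) for migration at 48 h.

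With library sizes alone, medians at 24 h became 0.0021 for the migration list and 0.041 for the TARGET list. With no filter the TARGET odds ratio was 1.19 at 24 h and 2.03 at 48 h (p = 8.95e-05 from Fisher's exact test). This setting adds many genes with few counts to the background, which lowers the share of DE genes there. With all 54 libraries in 1 fit, 7 core genes were DE at 24 h, and at 48 h the TARGET odds ratio was 0.968 and the migration median -0.14. DESeq2 gave 847 genes with a time interaction against 232. Without the batch term at 48 h, the odds ratios were 1.03 (KEGG), 1.35 (migration) and 0.788 (TARGET), 7 core genes were DE, and the migration median was -0.15, and neither of these medians passed an unadjusted threshold of 0.05, as the median did before (-0.14).

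Under fry the medians of the migration list at 24 h (-0.050, adjusted p = 0.0165), the unfolded protein response at 24 h (0.24, adjusted p = 0.0413, and 0.018 without CKI replicate 1), the KEGG list at 48 h (0.024, adjusted p = 0.0474) and the TARGET list at 48 h (-0.099, adjusted p = 2.32e-05) passed the threshold, and with an estimated correlation the medians at 48 h of YAP targets (-0.54, p = 0.119), aryl hydrocarbon receptor targets (2.15, p = 0.0501) and the unfolded protein response (-0.59, p = 0.341) did not pass an unadjusted 0.05.

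With the replicate number as a block, 3631 genes were DE at 24 h, the migration odds ratio at 24 h was 1.29, and 1 gene had a time interaction. The replicate numbers do not pair these libraries: for CKI and untreated cells at 24 h, the deviations of same-numbered libraries had correlations of -0.129, 0.0114 and -0.224, and no condition had all of them over 0.1. The block changed no other main result.

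Leaving out 1 library at a time changed 30 of 420 comparisons (1 weaker, 22 moved and 7 reversed). At 24 h the range was 3269 (without untreated replicate 2) to 7636 (without CKI replicate 1) DE genes, 1.12 (without CKI replicate 1) to 1.32 for the KEGG odds ratio, 1.21 to 1.57 for the migration odds ratio, 4 to 9 (without CKI replicate 1) core genes, 43 (without untreated replicate 2) to 83 (without CKI replicate 1) genes of the SPIA lists, and -0.043 to 0.028 (without untreated replicate 3) for the TARGET median. The time interaction ranged from 19 (without CKI replicate 2 at 48 h) to 1418 genes (without CKI replicate 1 at 24 h). N-MacOmtOspc at 24 h ranged from 4300 (without untreated replicate 2) to 10086 DE genes (without its replicate 2), and OmtOspc at 24 h from 570 (without untreated replicate 2) to 6036 (without its replicate 1). For single genes 9 of 414 changed (3 weaker and 6 stronger).

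Low counts limit the core gene ESR1, with at most 7 counts in a library, and CDH1, with 2 to 15 counts per CKI library at 24 h.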

Differences from the paper's values

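No test behind these differences was chosen after the result was seen. The paper lists 14 core genes as DE, and 4 were DE here at 24 h (11 at 48 h, where the paper's number is less than 1.5 times as large). None of the alternatives set before the data were examined closed the gap at 24 h, where the largest number was 9, without CKI replicate 1. At 48 h the number fell farther from the paper's with no batch term (7) and with an absolute log2 fold change of at least 1 (1).

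The supplementary files give the paper's number of DE genes with a GO annotation as 892, and here 5512 genes were DE at 24 h and 10265 at 48 h, whether annotated or not. None of the alternatives set before the data were examined closed the gap, and the nearest was an absolute log2 fold change of at least 1, with 1357 and 1518 genes. The paper's number leaves out DE genes without an annotation, so the 2 numbers do not count quite the same thing.

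Of the core genes the paper lists as DE, ESR1 was too low to test, and APC was not DE at either time point. AKT1, AKT2, JAK2, PIK3CA and RB1 were not DE at 24 h, and AKT2 was not DE at 24 h under any setting. Some settings called the others: for AKT1 at 24 h DESeq2 (adjusted p = 0.0424), the fit of all 54 libraries (0.0277) and the fit without CKI replicate 1 (0.0368), and for APC at 24 h the fit of all 54 libraries (0.0456) and the fit without CKI replicate 3 (0.0473), and at 48 h library sizes alone (0.0366) and the fit without untreated replicate 1 of batch 1 (0.0393). JAK2 (0.0237) and RB1 (0.0108) were called at 24 h without CKI replicate 1. PIK3CA at 24 h was called with RLE size factors (0.0492), DESeq2 (0.0326), all 54 libraries (0.0103) and without CKI replicate 1 (0.00355), each time lower. All but the DESeq2 values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

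In Fig. 6B and 6C PIK3CA is drawn as raised, and here its log2 fold change was -0.37 at 24 h and -0.69 at 48 h. In Fig. 6C LIMK1 is drawn as lowered, and here its log2 fold change was 0.45 at 24 h and 0.47 at 48 h. Of the 75 genes of the GO lists, 74 were DE here at 48 h, and all 75 were with no filter beyond 1 count, in the fit of all 54 libraries and without untreated replicate 3 of batch 2. Of the 96 genes of the SPIA lists, 69 were DE here at 24 h and 86 at 48 h, and the fit of all 54 libraries called 94 at 24 h.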

Other observations

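The tests of why the mixtures differ from CKI in the unfolded protein response were chosen only after the results were seen.

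For the comparisons of CKI with untreated cells, the libraries were also split in other ways. At 24 h, of the 10 splits of 6 libraries, only the real one (1 of 10) had as many DE genes, as many DE core genes and as many DE genes of the GO and SPIA lists, and as large a median for the KEGG list. The other splits had 0 DE genes, with at most 529 genes at an unadjusted p under 0.05. As large a median was given by 4 of 10 splits for the migration list and 7 of 10 for the TARGET list. With 10 splits no share under 0.1 is possible. At 48 h, 1 of 100 splits, the real one, was as large for each of these results, except that 12 of 100 had as large a median of the KEGG list, and the largest other split had 4051 DE genes against 10265. The odds ratios of the KEGG, migration and TARGET lists need DE genes, which at 24 h only the real split had (1 split) and at 48 h 2 other splits, so other splits give no test of these odds ratios, although the real one was the 1 of 3 with as large a value at 48 h.

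Technical trends were weighed for the number of DE genes. With the trend of GC content removed from each library there were 6195 DE genes at 24 h and 10155 at 48 h, and with the trend of gene length removed 6154 and 10140, against 5424 and 10019 without a correction on the same 13830 and 13937 genes. The 10 largest genes took shares of the counts that differed between the groups by 0.513 percentage points at 24 h and 0.221 at 48 h. None of these accounts for the DE genes as the whole cause. With library sizes alone as the scaling, the median log2 fold change of all genes was 0.068 at 24 h and 0.077 at 48 h, and 55.9% and 58.3% of DE genes were higher against 50.0% and 49.9% with TMM.

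Hypotheses on regulators were tested with lists of their target genes. Targets of SRF and MRTF were lower, with a median log2 fold change of -0.53 at 24 h (12 of 13 genes, camera adjusted p = 5.70e-04) and -0.36 at 48 h (12 of 13 genes, 0.00105), which is consistent with lower activity of these factors. Targets of NRF2 were higher in 12 of 12 genes, by 1.16 at 24 h (1.56e-09) and 0.94 at 48 h (3.32e-06). Targets of the aryl hydrocarbon receptor were higher in 4 of 4 genes, by 2.10 (1.65e-04) and 2.15 (4.33e-04). Cell cycle genes were lower in 16 of 16, by -1.17 (1.59e-11) and -1.23 (3.73e-10), in line with fewer cycling cells. Targets of YAP and TEAD gave no answer at 24 h (-0.077, 7 of 11 lower, camera adjusted p = 0.423) and were lower at 48 h (-0.54, 8 of 11, 0.0132). The unfolded protein response gave none at 24 h either (0.24, 6 of 10 higher, 0.413), and at 48 h it was lower (-0.59, 10 of 10, 0.00916), which argues against its induction by CKI at 48 h. An earlier induction is not excluded, since at 24 h 3 of its 10 genes were DE and higher, and 1 was DE and lower. The camera calls on these lists also held under fry, which in addition called the unfolded protein response at 24 h (adjusted p = 0.0413). Without CKI replicate 1 the median of the unfolded protein response at 24 h was 0.018. With the correlation between genes estimated from the libraries and the same adjustment, 4 calls at 48 h were lost: the cell cycle (adjusted p = 0.0545), the aryl hydrocarbon receptor (0.0751), YAP (0.159) and the unfolded protein response (0.409). A lower level of target genes can have other causes than the factor, none of which was tested.

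Against CKI itself, the genes of the unfolded protein response were higher in 12 of 12 comparisons of mixtures, with medians from 1.16 to 2.20 on the log2 scale and a largest camera adjusted p of 1.29e-04. The same 3 groups of CKI libraries serve in these comparisons, so they are not independent. The lack of oxymatrine and oxysophocarpine is not what they share, since 7 of 7 comparisons of mixtures that hold both were higher too. A candidate explanation is the fractionation and mixing common to the mixtures, and no CKI put together again from its fractions was analysed here, so a loss of some other component stays open. Against untreated cells the medians of the mixtures were 0.76 to 2.14 for the unfolded protein response, -3.52 to -0.49 for the cell cycle, 0.51 to 2.38 for aryl hydrocarbon receptor targets and 0.53 to 1.01 for NRF2 targets.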
